# PABPN1 functions as a hub in the assembly of nuclear poly(A) domains that are essential for mouse oocyte development

**DOI:** 10.1126/sciadv.abn9016

**Published:** 2022-10-28

**Authors:** Xing-Xing Dai, Shuai-Bo Pi, Long-Wen Zhao, Yun-Wen Wu, Jing-Ling Shen, Song-Ying Zhang, Qian-Qian Sha, Heng-Yu Fan

## Abstract

Growing oocytes store a large amount of maternal mRNA to support the subsequent “maternal-zygotic transition” process. At present, it is not clear how the growing oocytes store and process the newly transcribed mRNA under physiological conditions. In this study, we report non–membrane-bound compartments, nuclear poly(A) domains (NPADs), as the hub for newly transcribed mRNA, in developing mouse oocytes. The RNA binding protein PABPN1 promotes the formation of NPAD through its N-terminal disordered domain and RNA-recognized motif by means of liquid phase separation. *Pabpn1*-null growing oocytes cannot form NPAD normally in vivo and have defects in stability of oocyte growing–related transcripts and formation of long 3′ untranslated region isoform transcripts. Ultimately, *Pabpn1^fl/fl^;Gdf9-Cre* mice are completely sterile with primary ovarian insufficiency. These results demonstrate that NPAD formed by the phase separation properties of PABPN1-mRNA are the hub of the newly transcribed mRNA and essential for the development of oocytes and female reproduction.

## INTRODUCTION

In all animals, large amounts of maternal mRNA are stored to support the “maternal-to-zygotic transition (MZT)” process after fertilization (*1*). Transcriptome sequencing results indicate that the maternal transcriptome changes drastically during MZT. In recent years, the sequencing technology to detect the polyadenylate [poly(A)] tails of mRNAs (Tail-seq) has gradually developed, revealing that the poly(A) tails of mRNAs change dynamically during the MZT process (*2*). However, the dynamics of the distribution and location of these poly(A)-tailed mRNAs (PA^+^) during oocyte growth and meiosis maturation have not been described under physiological conditions. The dynamic distribution of PA^+^, their formation, and the physiological significance remain unclear.

The stability of an mRNA is related to the poly(A) tail length of its transcript (*2*). Poly(A)-binding protein (PABP) is an RNA binding protein that can bind to the poly(A) tail of mRNA (*3*). There are two different PABPs in vertebrates: PABP in the nucleus, namely, PABPN1 and PABPN1L; and PABP in the cytoplasm, namely, PABPC1 and its homologous proteins (*4*, *5*). Recent studies have shown that *Pabpn1l* (also known as *Pabpn1*-like) of the PABP family is specifically and abundantly expressed in oocytes. PABPN1L acts as a poly(A)-binding adaptor for the mammalian MZT licensing factor BTG4 and regulates the clearance of maternal mRNA. *Pabpn1l-*knockout female mice have been shown to produce oocytes with normal morphology; however, embryonic development was found to be blocked at the one- to two-cell stage after fertilization (*6*). *Pabpn1* is a homologous gene of *Pabpn1l* that is widely expressed in various tissues and organs (*7*). However, it is not clear whether PABPN1 is expressed in growing and mature oocytes and has a physiological function that does not overlap with that of PABPN1L during this process.

PABPN1 participates in multiple cellular steps of mRNA metabolism, as revealed by in vitro biochemical studies and investigations in cultured cell lines (*8*). PABPN1 can bind to the proximal polyadenylation signal (PAS) in the 3′ untranslated region (3′UTR), thus preventing the binding of cleavage and polyadenylation specificity factor (CPSF) to PAS (*9*). PABPN1 stabilizes the docking of mRNA poly(A) polymerase (PAP) on mRNA 3′ ends and improves the polyadenylation activity of PAP (*10*). In addition, the combination of PABPN1 and poly(A) also controls the length of the mRNA poly(A) tail to 200 to 300 adenylate in the nucleus (*11*). In addition, PABPN1 participates in regulating the transport of mature mRNA from the nucleus to the cytoplasm (*8*).

The processing, transportation, and accumulation of maternal mRNA determine the developmental potential of oocytes, and these are the potential regulatory functions of PABPN1. *Pabpn1*-knockout embryos die in the early stages of development, further indicating that this gene has important functions in vivo. Therefore, it is necessary to study the relationship between the dynamic distribution of mRNA and PABPN1 in oocytes under physiological conditions and use oocyte-specific *Pabpn1-*knockout mice to explore the physiological significance of the dynamic distribution and processing of mRNA.

Many cellular compartments, including RNA-protein granules such as nucleoli, Cajal bodies, and promyelocytic leukemia nuclear bodies in the nucleus (*12*, *13*), as well as stress granules and germ granules in the cytoplasm, are non–membrane-bound compartments (*14*–*16*). Mounting evidence suggests that these membraneless compartments form via liquid-liquid condensation properties, which are driven by weak, multivalent interactions between proteins (containing intrinsically disordered domains) and nucleic acids (*16*–*19*). PABPN1 has an RNA binding sequence, RNA-recognized motif (RRM), with a high specific affinity to poly(A), and an N-terminal disordered domain (Nter). Whether PABPN1 promotes the formation of nuclear mRNA processing domains in the nucleus by means of condensation, to promote the processing of mRNA, remains to be studied.

In this study, we suggested that PABPN1 can promote the formation of nuclear poly(A) domains (NAPDs) in the nucleus and the processing of newly transcribed mRNAs by means of its condensation properties. We also constructed *Pabpn1* conditional-knockout mice and used them to confirm that NPADs cannot form normally in *Pabpn1*-null growing oocytes in vivo. Last, we proposed that the NPADs formed by the condensation properties of PABPN1-mRNA promote the formation of long 3′UTR transcripts, and this structure is essential for female reproduction.

## RESULTS

### PABPN1 and mRNAs with poly(A) tails (PA^+^) are dynamically compartmentalized in the nuclei of growing mouse oocytes

We detected the dynamic distribution of poly(A)-tailed mRNA (PA^+^) in mouse oocytes at different stages using a cyanine dye Cy3-labeled fluorescent poly(T) probe that recognizes mRNAs with poly(A) tails (T_50_) (Fig. 1A). The results of fluorescence in situ hybridization (FISH) assays showed that PA^+^ was distributed in multiple condensates in the nuclei of the growing oocytes (Fig. 1B). As the oocytes grew, the number of PA^+^ condensates decreased, while the volume in the nucleus increased (Fig. 1, B and C, and fig. S1A). In the fully grown oocytes within the large antral follicles, PA^+^ became more diffusely distributed in the nucleoplasm, as compared to that in the growing oocytes. During meiotic divisions, PA^+^ diffused into the cytoplasm (Fig. 1B).

**Fig. 1.**
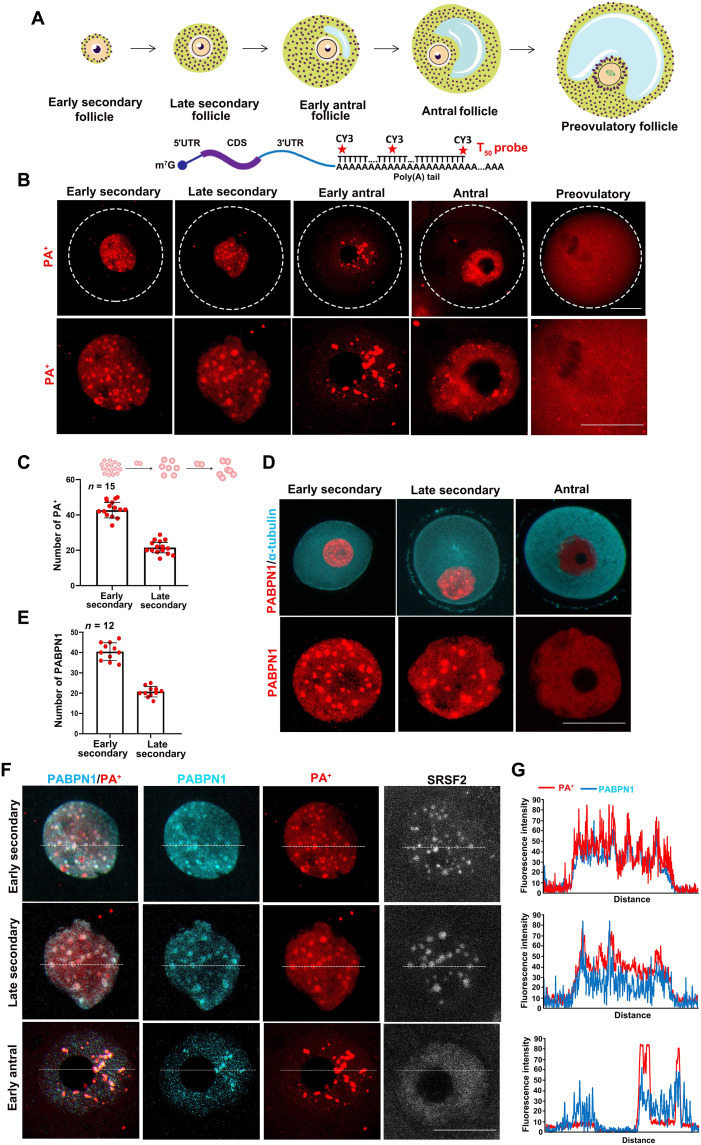
mRNA with poly(A) tails (PA^+^) and PABPN1 are colocalized in growing mouse oocytes. (**A**) Schematic diagram showing the collected oocytes at various stages of the follicles. The fluorescent probe, T_50_, recognizes mRNA with poly(A) tails. CDS, coding sequence. (**B**) FISH results showed that mRNAs with poly(A) tails (PA^+^) display dynamic nuclear compartmentalization in mouse oocytes, from the growing stages (early secondary follicle, late secondary follicle, early antral follicle, and antral follicle) to the meiotic maturation stage (preovulatory follicle). Scale bars, 20 μm. (**C**) Quantification of the number of PA^+^ condensates in growing oocytes from early secondary and late secondary follicle stages. (**D**) Immunofluorescence and confocal microscopy results showed the localization of PABPN1 in growing and fully grown oocytes. Scale bar, 20 μm. (**E**) Quantification of the number of PABPN1 condensates in growing oocytes from early secondary and late secondary follicles. (**F**) Immunofluorescence was used to detect the signals of PABPN1, PA^+^, and SRSF2 in the growing oocytes. Scale bar, 20 μm. (**G**) ImageJ was used to quantitatively analyze the distribution of PABPN1 and PA^+^ in (F), indicated in the figure by means of a white dotted line.

PABPN1 is an RNA binding protein that can bind to the poly(A) tails of mRNA in the nucleus. The expression level of PABPN1 in growing oocytes was higher than that in fully grown oocytes (fig. S2, A and B). The results of immunofluorescence showed that PABPN1 had a similar distribution to PA^+^ in the oocyte nucleus (Fig. 1, D and E, and fig. S1B). Furthermore, PABPN1 colocalized with PA^+^ in the nuclei of the growing oocytes (Fig. 1, F and G).

The nucleus contains many membraneless domains. Serine/arginine-rich splicing factor 2 (SRSF2, also known as SC35) is a biomarker for nuclear speckles in somatic cells. This domain enriches factors related to transcription, mRNA processing, and transportation (*20*). Immunofluorescence results and linearized localization analysis showed that PABPN1, PA^+^, and SRSF2 colocalized in the nucleus of early growing oocytes corresponding to the secondary follicle stage (Fig. 1, F and G, and fig. S2, C and D). However, when the follicles grew to the early antral stage, PABPN1 and PA^+^ remained colocalized in the enlarged nuclear speckles, while SRSF2 gradually diffused into the nucleoplasm and no longer colocalized with PA^+^ (Fig. 1F and fig. S2, C and D), indicating that this PA^+^-enriched subcellular domain in oocytes is distinct from the SRSF2-labeled nuclear speckles. Therefore, we named this domain NPAD.

We also detected the localization of PA^+^ and PABPN1 in somatic cell lines (U2OS, HeLa, and mouse ovarian granulosa cells). In the nuclei of U2OS and HeLa cells, PABPN1 was unevenly distributed, whereas PA^+^ was uniformly distributed (fig. S2, E and F) and did not colocalize with the oocytes. In granulosa cells, PA^+^ condensates were detected in the nuclei, and PABPN1 colocalized with PA^+^ (fig. S2, E and F). Therefore, the formation of NPAD with poly(A) RNAs may be cell type specific. The RNA binding protein PABPN1 colocalized with PA^+^ and may be directly involved in the formation of the NPAD.

### NPAD formation depends on the transcription activity in oocytes and RNA binding ability of PABPN1

NPAD is present in the nucleoplasm of growing oocytes that have active transcription but not in fully grown oocytes that are transcriptionally inactive. Therefore, we hypothesized that the formation of NPAD is directly related to transcription. When growing oocytes were cultured with the transcription inhibitor α-amanitin for 4 hours, ethynyl uridine (EU) staining showed that their transcriptional activity was inhibited (Fig. 2, A and B, and fig. S3A). When these oocytes were released into the medium without α-amanitin and cultured for another 4 hours, they regained their transcriptional activity (Fig. 2, A and B, and fig. S3A). Correspondingly, when the transcription in growing oocytes was inhibited, PABPN1 condensates aggregated and then diffused, while PA^+^ condensates fused into a few large dots (Fig. 2, C and D, and fig. S3B). In addition, when the oocytes resumed their transcriptional activity, the PABPN1 and PA^+^ condensates reformed (Fig. 2C). Therefore, the compartmentalized distribution of PABPN1 and NPAD in oocytes is directly related to their transcriptional activity.

**Fig. 2.**
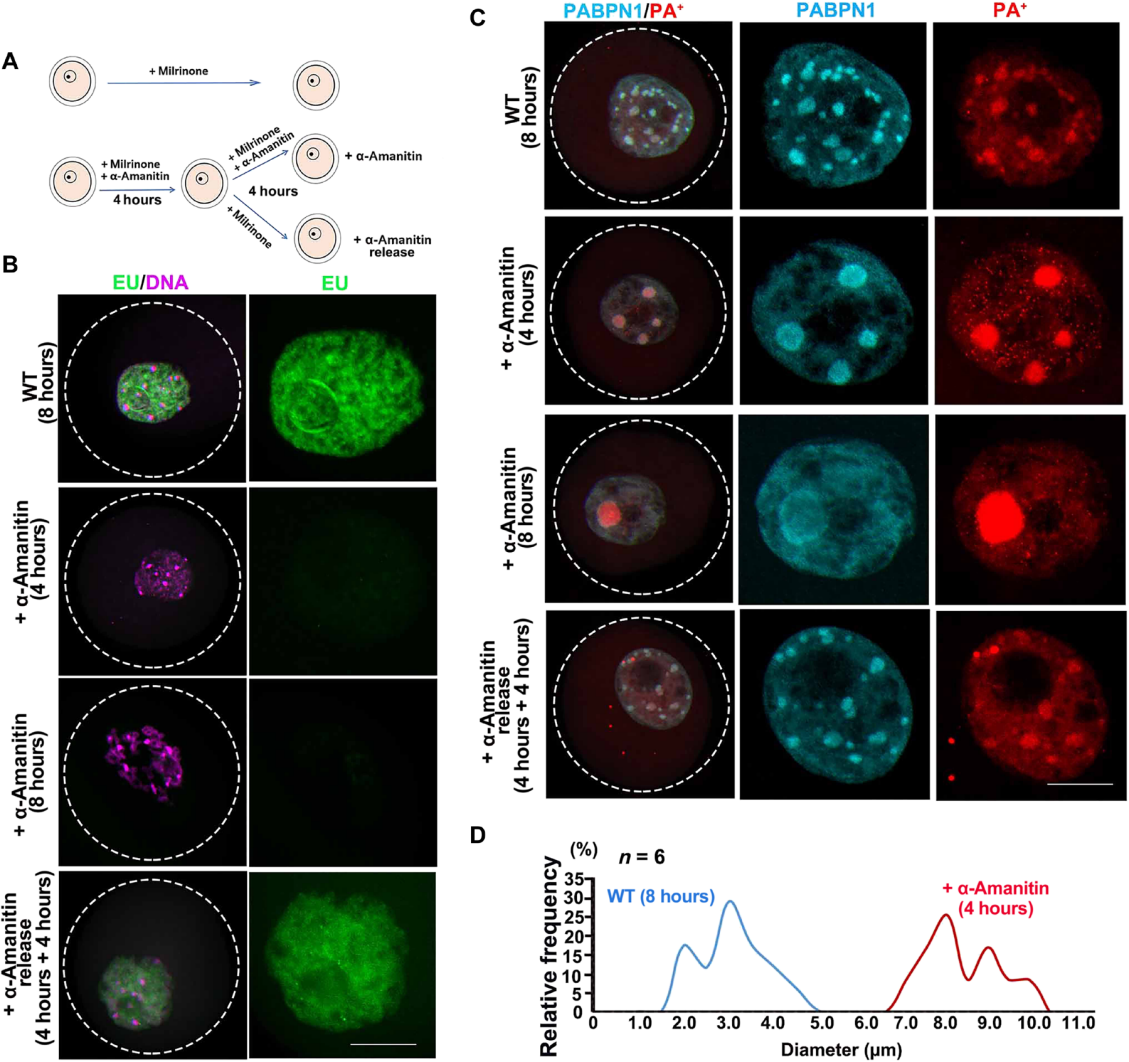
Inhibition of transcriptional activity alters the distribution of PABPN1 and PA^+^ in mouse growing oocytes. (**A**) Model diagram showing the differential processing of oocytes. The oocytes in the first group were retained as untreated wild type (WT); the second group was treated with α-amanitin for 8 hours, to inhibit transcriptional activity; the third group was treated with α-amanitin for 4 hours, to inhibit transcriptional activity, followed by its removal and incubation for another 4 hours. (**B**) EU incorporation to detect the transcription activity in growing oocytes. Scale bar, 10 μm. (**C**) Immunofluorescence and FISH results showed the localization of PABPN1 and PA^+^ in oocytes under different treatment conditions. Scale bar, 10 μm. (**D**) Statistical analysis of the size of PA^+^ in untreated WT and treated with α-amanitin for 4-hour oocytes.

The RRM of PABPN1, especially the R200 in RRM, is essential for the binding of PABPN1 with the poly(A) tails of mRNA (*6*). To investigate whether the formation of NPAD is affected by the interaction between PABPN1 and mRNA, we ectopically expressed hemagglutinin (HA)–tagged PABPN1 [wild type (WT), PABPN1-ΔRRM, and PABPN1-R200A] in growing oocytes by means of mRNA microinjection (Fig. 3A). The distribution of HA-PABPN1-WT in the growing oocytes was similar to that of endogenous PABPN1, showing compartmentalized distribution, but the condensates upon PABPN1 overexpression were larger than those formed by endogenous PABPN1 (Fig. 3B). PABPN1-ΔRRM and PABPN1-R200A were dispersed in the nucleoplasm (Fig. 3B). Overexpression of PABPN1-ΔRRM and PABPN1-R200A in growing oocytes disrupted the condensate distribution of PA^+^, which became larger in oocytes overexpressing PABPN1-WT but disappeared in oocytes overexpressing PABPN1-ΔRRM or PABPN1-R200A (Fig. 3B and fig. S3C). Therefore, the formation of NPAD is directly related to the binding ability of PABPN1 to mRNA. A few extra-large PA^+^ condensates were detected in the cytoplasm of oocytes overexpressing PABPN1 and its mutants (Fig. 3B). These were formed by the injected mRNAs that were polyadenylated in vitro.

**Fig. 3.**
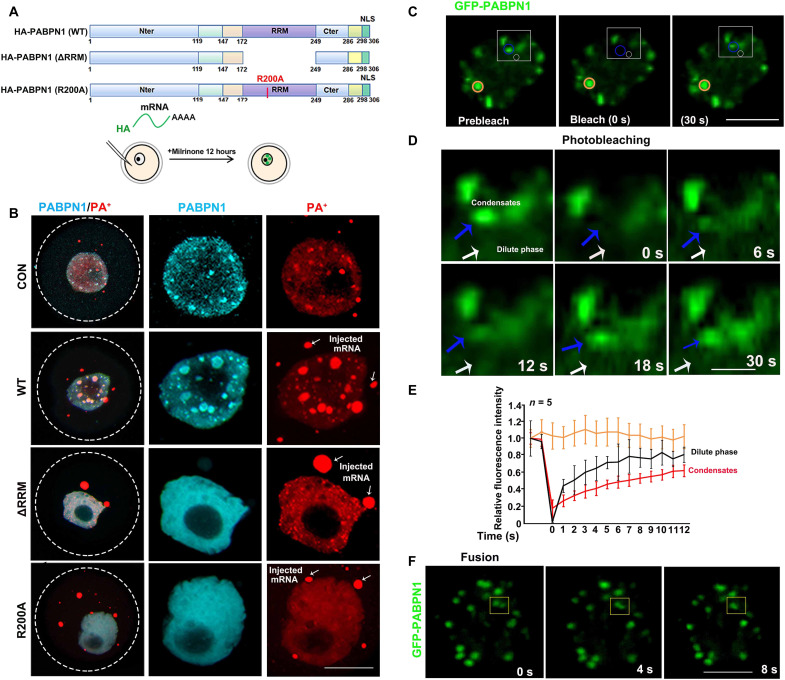
The RNA binding domain affects PABPN1 aggregation in the growing oocytes. (**A**) Schematic diagram of the different mutated forms of PABPN1. Full-length (WT) and deletion of RNA-recognized motif (ΔRRM) and mutated RNA-recognized motif (R200A). (**B**) Immunofluorescence results showing the localization of different mutant forms of PABPN1 (WT, ΔRRM, and R200A) and FISH results showing the PA^+^ distribution after overexpression of different mutant PABPN1s in growing oocytes. Scale bar, 10 μm. The white arrow indicates the injection of mRNA with poly(A) tails into the oocyte. (**C**) Image of GFP-PABPN1 before (left), during (middle), and after (right) photobleaching. Blue circles, PABPN1 condensates; white circles, PABPN1 diffused around. The yellow circles highlight the unbleached regions for comparison. The time relative to photobleaching (0 s) has been indicated. Scale bar, 10 μm. (**D**) Time lapse and view of condensate recovery for regions highlighted in blue and white in (C). The time relative to photobleaching has been indicated. Scale bar, 1 μm. Blue arrow, PABPN1 condensates; white arrow, PABPN1 diffused around. (**E**) Signal intensity relative to the prebleaching signal (*y* axis) versus time relative to photobleaching (*x* axis). Data have been presented as the average relative intensity ± SD (*n* = 5). The black, red, and yellow curves correspond to the signal changes in the different colored circles in (C). (**F**) Time-lapse images of growing oocyte nuclei expressing GFP-PABPN1. A condensate fusion event occurring in the growing oocyte nucleus, indicated using a yellow box in the figure.

We further explored whether PABPN1 exhibits the features of liquid-like condensates in vivo, characterized by internal dynamical reorganization and rapid exchange kinetics (*18*). When green fluorescent protein (GFP)–PABPN1 was overexpressed in growing oocytes by means of mRNA microinjection, it showed a condensate distribution in the germinal vesicles (Fig. 3C). Fluorescence recovery after photobleaching (FRAP) was used to study the dynamics of PABPN1 condensates in the growing oocytes. After photobleaching, PABPN1 condensates recovered their fluorescence on a time scale that was seconds slower than that of the dilute phase, suggesting condensate properties of PABPN1 and dynamic exchanges of PABPN1 between the condensates and dilute phase (Fig. 3, C to E). We also observed that the adjacent condensates fused, and these fusions exhibited liquid-like fusion properties (Fig. 3F). These results indicated that NPAD-containing PABPN1 have liquid-like properties in the oocyte nucleus.

### NPAD is formed by the condensation properties of PABPN1 and mRNA in the growing oocyte nucleus

The formation of membraneless NPAD by protein phase separation is an important way in which oocytes organize their nucleoplasm. In vitro phase separation assays with purified proteins are standard approaches to investigate proteins that form membraneless compartments. In recent years, various proteins have been purified and tested for their ability to undergo phase separation and form liquid condensates in vitro (*21*).

Phase separation is a process in which a solution of proteins and other RNA and biomolecules spontaneously separates into two phases (*18*, *22*). Proteins that have the phase separation capacity often contain multiple self-interaction domains and have a high fraction of intrinsic disorder (*17*). We tested the disorder tendency of PABPN1 by IUPred (http://iupred.enzim.hu/) and identified an intrinsically disordered region in the N terminus of PABPN1 protein (Fig. 4A).

**Fig. 4.**
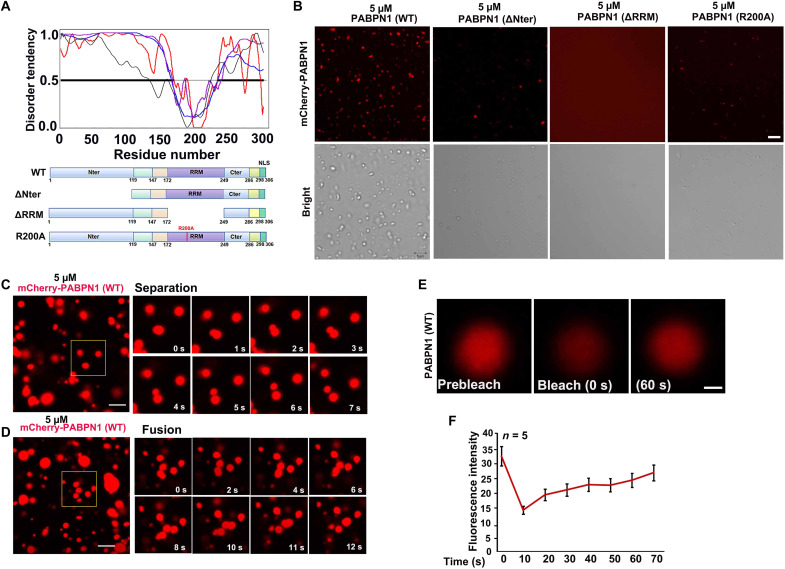
The purified PABPN1 undergoes condensation properties in vitro. (**A**) Disorder analysis of PABPN1 (306 amino acids). The plot shows the predicted disorder across full-length PABPN1 using various algorithms. The algorithms used were P-FIT (black line), VL3 (blue line), VL-XT (red line), and VSL2 (purple line). The diagram below shows the domains and boundaries of PABPN1 protein. Schematic diagram showing the four constructs of PABPN1: PABPN1 full length (WT), N-terminal deletion (ΔNter), RRM deletion (ΔRRM), and RRM mutation (R200A). (**B**) In vitro phase separation assay of mCherry-PABPN1 full length (WT), N-terminal deletion (ΔNter), RRM deletion (ΔRRM), and RRM mutation (R200A). Liquid condensates were formed after mixing 5 μM PABPN1 in the liquid system [20 mM tris-HCl (pH 7.5), 15 mM NaCl, 130 mM KCl, 5 mM KH_2_PO_4_, 1.5 mM MgCl_2_, bovine serum albumin (BSA) (1 mg/ml), and 10% polyethylene glycol, molecular weight 8000 (PEG-8000)]. Scale bar, 5 μm. (**C** and **D**) Time-lapse images of condensate separation and fusion events occurring in purified full-length PABPN1 in vitro. Scale bars, 10 μm. (**E**) Image of purified full-length PABPN1 before (left), during (middle), and after (right) photobleaching. The time relative to photobleaching (0 s) has been indicated. (**F**) Signal intensity (*y* axis) versus time relative to photobleaching (*x* axis). Data have been presented as the average relative intensity ± SD (*n* = 5).

We tested whether purified PABPN1 can form liquid condensates in vitro. *Escherichia coli*–expressed and *E. coli*–purified mCherry-PABPN1 formed liquid-like condensates in vitro (Fig. 4B). The ability of PABPN1-ΔNter, PABPN1-ΔRRM, and PABPN1-R200A to undergo liquid-liquid condensation in vitro was notably weaker than that of full-length PABPN1 (WT), under similar conditions (Fig. 4B), indicating the importance of the intrinsically disordered region and RNA binding motif in liquid droplet formation. Compartments that form by phase separation can be very dynamic. They often have properties of liquid droplets and rapidly exchange components with their surroundings (*23*). Therefore, we tested whether the liquid droplets formed by purified PABPN1 can dynamically separate and fuse in vitro and exchange molecules with their surroundings. Images in Fig. 4 (C and D) showed that the PABPN1 condensates spontaneously separated and fused, which is characteristic for liquid-liquid phase separation. In addition, we assessed the mobility between PABPN1 condensates with bulk phases, by detecting the recovery of the fluorescent signal after photobleaching (Fig. 4E). Most fluorescence signals from the photobleached condensates could recover within 60 to 70 s (Fig. 4, E and F). These data demonstrated that PABPN1 dynamically exchanges molecules with the surrounding solution.

PABPN1 stimulates synthesis of the poly(A) tails of pre-mRNAs and minimally recognizes 10 to 14 adenine bases throughout its binding site (*24*–*26*). When poly(A) RNAs (A_60_) were added to the PABPN1 solution, PABPN1 colocalized with fluorescein isothiocyanate–A_60_ in vitro (fig. S4A). The sizes of PABPN1 condensates became larger as the concentration of A_60_ increased (Fig. 5, A to C), but the random RNA did not affect PABPN1 condensates (fig. S4, B and C). However, PABPN1-ΔNter and PABPN1-R200A did not form big condensates in vitro after addition of A_60_ (Fig. 5D). In addition, we added 10 μM poly(A)s of different lengths (A_10_, A_30_, A_60_, and A_100_) to 5 μM PABPN1 (Fig. 5E) and found that the longer the polymerized A RNA, the larger the condensate aggregation of PABPN1 (Fig. 5, E to G).

**Fig. 5.**
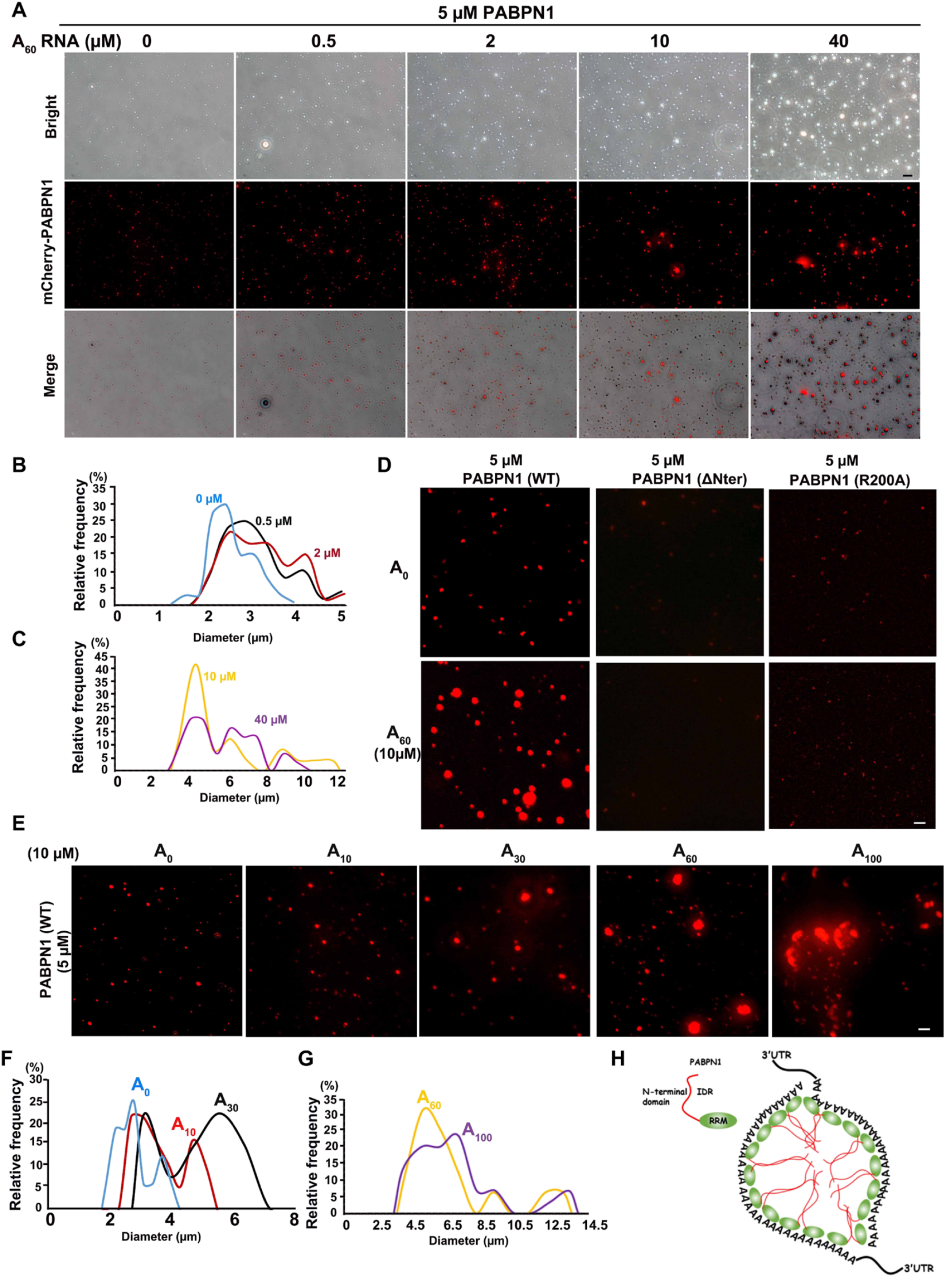
Addition of RNA containing a poly(A) tail promoted the condensation properties of PABPN1. (**A**) Representative images of condensation properties by mixing PABPN1 (5 μM) with different concentrations of A_60_ in physiological buffer [20 mM tris-HCl (pH 7.5), 15 mM NaCl, 130 mM KCl, 5 mM KH_2_PO_4_, 1.5 mM MgCl_2_, BSA (1 mg/ml), and 10% PEG-8000]. Scale bar, 10 μm. (**B** and **C**) Quantitative statistics of changes in the size of PABPN1 condensates with an increase in A_60_ concentration. (**D**) In vitro phase separation assay of PABPN1 (WT, ΔNter, and R200A) with or without 10 μM A_60_. Scale bar, 10 μm. (**E**) In vitro phase separation assay of PABPN1 with poly(A) tails of different lengths. Liquid condensates formed after mixing 5 μM PABPN1 (WT) in the liquid system (A) described previously with 10 μM poly(A) tails of different lengths. (**F** and **G**) Quantitative statistics of the size of PABPN1 condensates in (E). (**H**) The model shows that PABPN1-mRNA can promote the formation of NPAD by means of its condensation properties. IDR, intrinsically disordered region.

Together, these data suggested that both the Nter and RRM of PABPN1 are necessary for NPAD condensate formation (Fig. 5H). The longer the poly(A) tails of mRNA, the larger the NPAD organized by PABPN1, which is consistent with the gradual increase of NPAD in the growing oocytes under physiological conditions.

### *Pabpn1*-null oocytes cannot form NPAD normally

To further verify that PABPN1 is necessary for the formation of NPAD in the oocyte nucleus and to determine its physiological function in vivo, we constructed *Pabpn1-*floxed mice and crossed them with the *Gdf9-Cre* transgenic mice, therefore specifically knocking out *Pabpn1* in oocytes as early as in the primordial follicle stage (Fig. 6A). The results of immunohistochemistry showed that PABPN1 was not detected in the oocytes of *Pabpn1^fl/fl^;Gdf9-Cre* mice, while it was detected in those of WT mice (Fig. 6B).

**Fig. 6.**
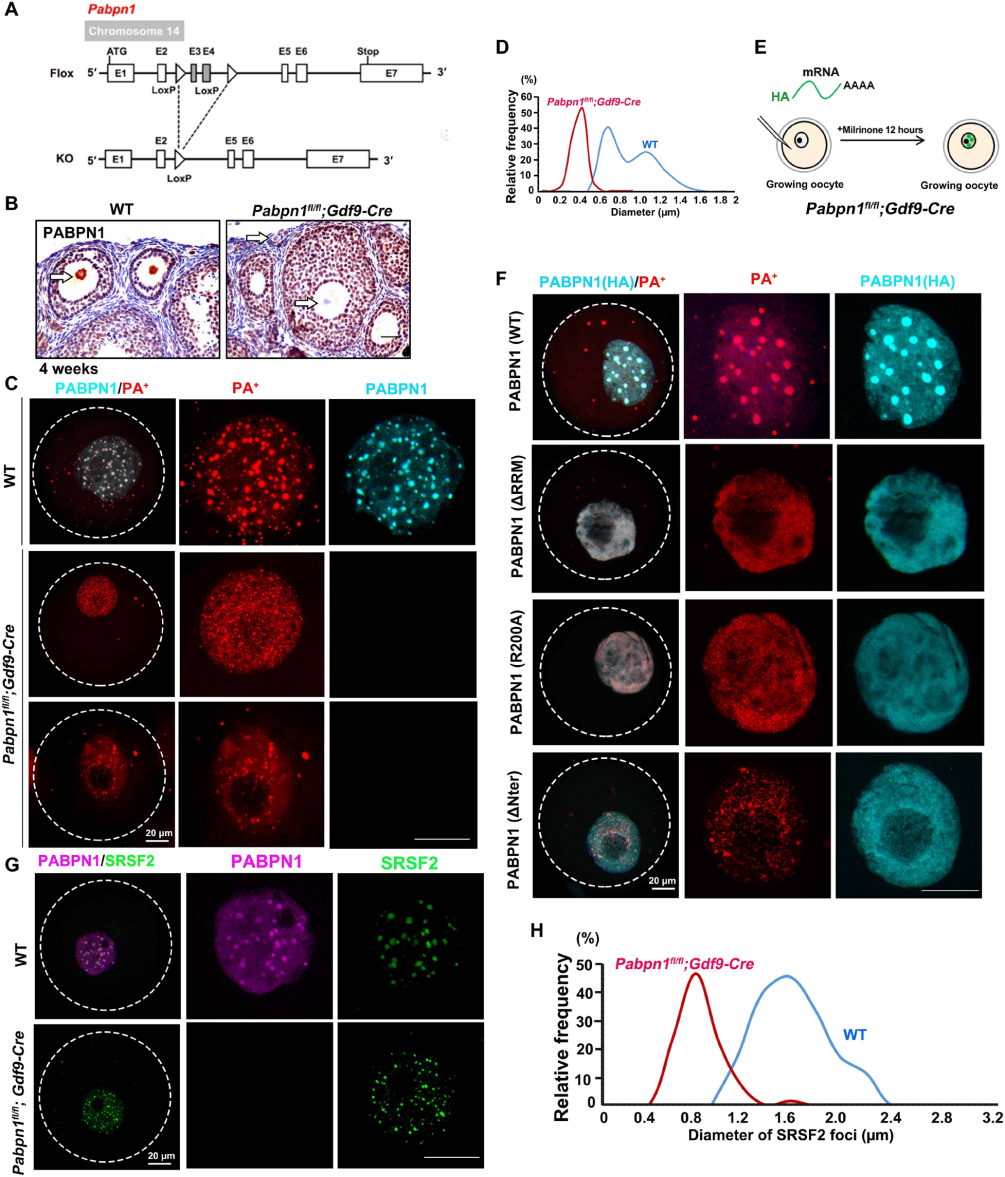
NPAD could not form normally in *Pabpn1*-null oocytes. (**A**) Diagram showing the strategy of *Pabpn1* conditional knockout. (**B**) Immunohistochemistry results showed that *Pabpn1* was specifically knocked out in oocytes of *Pabpn1^fl/fl^;Gdf9-Cre* mice. The arrow indicates the expression of PABPN1 in the oocyte nucleus. Scale bars, 20 μm. (**C**) Immunofluorescence and FISH results showing the distribution of PABPN1 and PA^+^ in WT and *Pabpn1-*deletion oocytes. (**D**) Statistical analysis of the size of PA^+^ in WT and *Pabpn1*-null oocytes. (**E**) Schematic diagram showing the injection of different forms of PABPN1 (WT, ΔRRM, R200A, and ΔNter) into the oocytes of *Pabpn1^fl/fl^;Gdf9-Cre* mice. (**F**) FISH and immunofluorescence results showing the localization of overexpressed PABPN1 (WT, ΔRRM, R200A, and ΔNter) and PA^+^ in *Pabpn1*-null oocytes. Scale bars, 20 μm. (**G**) Immunofluorescence results showing the distribution of PABPN1 and SRSF2 in WT and *Pabpn1-*deletion oocytes. (**H**) Statistical analysis of the size of SRSF2 foci in WT and *Pabpn1*-null oocytes.

PA^+^ could not aggregate into large condensates in *Pabpn1*-null oocytes and was scattered in the form of small foci (Fig. 6, C and D, and fig. S3D). When we microinjected mRNAs encoding different forms of PABPN1 (WT, ΔRRM, R200A, and ΔNter) into *Pabpn1*-null growing oocytes and detected the formation of NPAD (Fig. 6E), FISH results showed that NPAD reformed in *Pabpn1*-null oocytes expressing exogenous PABPN1-WT but not in *Pabpn1*-null oocytes expressing PABPN1 mutants (ΔRRM, R200A, or ΔNter) (Fig. 6F and fig. S3E). SRSF2 also could not aggregate into large condensates in *Pabpn1*-null oocytes and was scattered in the form of small foci (Fig. 6, G and H, and fig. S3F). Collectively, these results indicate that PABPN1 is required for NPAD formation in growing mouse oocytes.

### *Pabpn1*-deletion in mouse oocytes causes female infertility and premature ovarian failure

In the 8-month fertility tests, the *Pabpn1^fl/fl^;Gdf9-Cre* mice were found to be completely sterile (Fig. 7A). The 4-week-old WT mice ovulated approximately 55 mature oocytes after superovulation treatment, while almost no oocytes were ovulated by *Pabpn1^fl/fl^;Gdf9-Cre* mice of the same age (Fig. 7B).

**Fig. 7.**
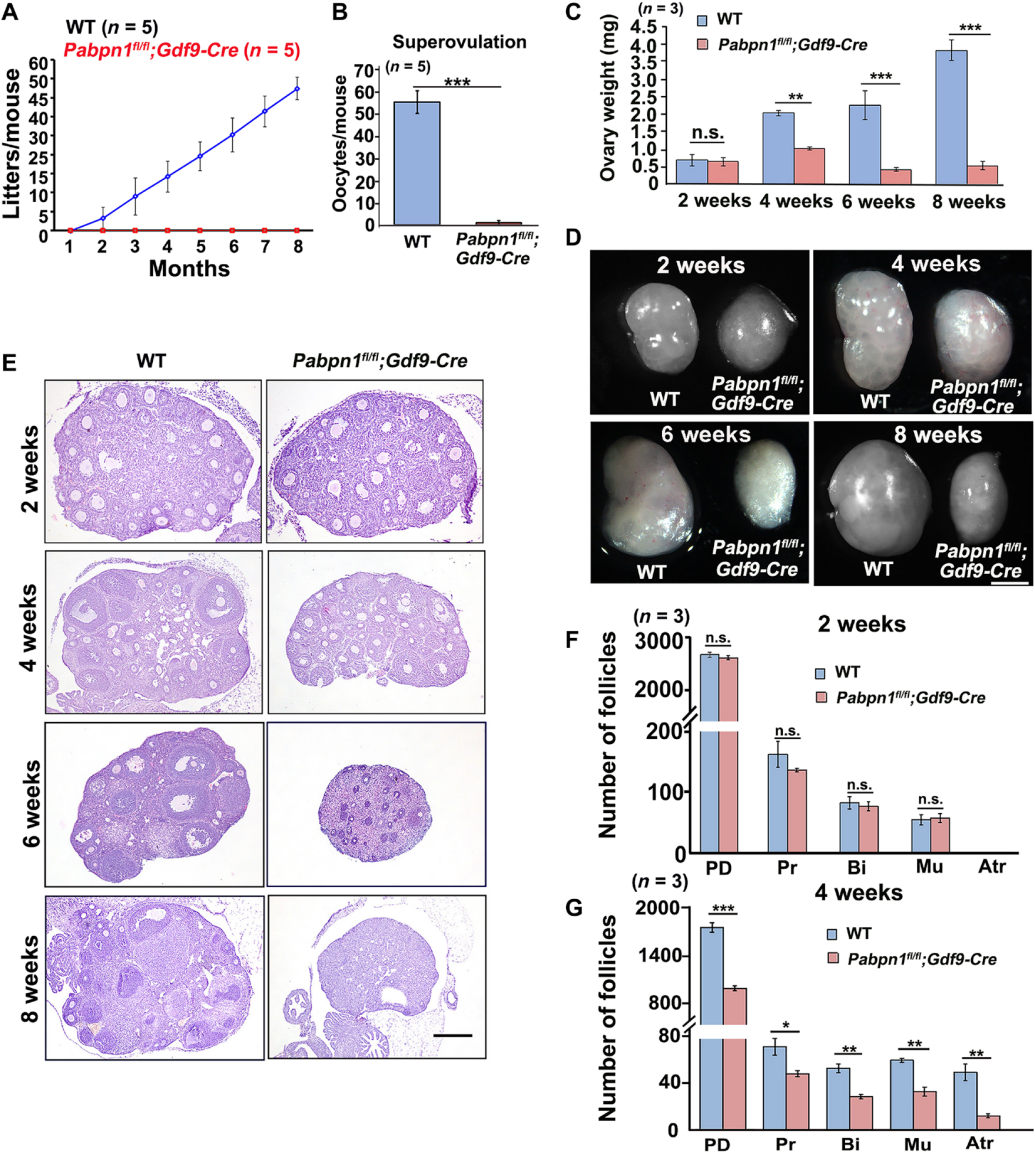
Phenotype analyses of *Pabpn1^fl/fl^;Gdf9-Cre* mice. (**A**) Fertility testing of WT and *Pabpn1^fl/fl^;Gdf9-Cre* female mice. *n* = 5 females for each genotype. (**B**) Number of oocytes that were ovulated by 4-week-old WT and *Pabpn1^fl/fl^;Gdf9-Cre* mice at 16 hours after human chorionic gonadotropin (hCG) injection. Five female mice of each genotype (*n*) were used in this experiment. Data have been represented as means ± SEM (***P < 0.001). (**C** and **D**) Representative ovarian weights (C) and images (D) of WT and *Pabpn1^fl/fl^;Gdf9-Cre* female mice at the indicated ages. Data have been represented as means ± SEM (**P < 0.01 and ***P < 0.001). n.s., nonsignificant. *n*, number of mice analyzed for each genotype. Scale bar, 500 μm. (**E**) H&E staining results showing ovarian histology of WT and *Pabpn1^fl/fl^;Gdf9-Cre* mice at the indicated ages. Scale bar, 100 μm. (**F** and **G**) Average number of follicles in ovaries of WT and *Pabpn1^fl/fl^;Gdf9-Cre* female mice at 2 and 4 weeks. Data have been represented as means ± SEM (*P < 0.05, **P < 0.01, and ***P < 0.001). PD, primordial follicles; Pr, primary follicles; Bi, secondary follicles with two layers of granulosa cells; Mu, secondary follicles with multiple layers of granulosa cells; Atr, antral follicles. *n* = 3 females for each genotype.

The ovaries of 2-week-old WT and *Pabpn1^fl/fl^;Gdf9-Cre* mice were morphologically similar (Fig. 7, C and D). However, the ovaries of 4-, 6-, and 8-week-old *Pabpn1^fl/fl^;Gdf9-Cre* mice were smaller than those of WT mice (Fig. 7, C and D). Hematoxylin and eosin (H&E) staining showed that the *Pabpn1^fl/fl^;Gdf9-Cre* female mice underwent premature ovarian failure as early as at 6 to 8 weeks of age, characterized by oocyte depletion in the ovaries (Fig. 7, E to G). Follicle counting results showed that the number of follicles at each stage was normal in the ovaries of 2-week-old *Pabpn1^fl/fl^;Gdf9-Cre* mice (Fig. 7F) but significantly lower in mice that were 4 weeks of age (Fig. 7G).

Mouse vasa homolog (MVH) is a marker of germ cells. Immunohistochemistry showed that the number of germ cells in the ovaries of 4-week-old *Pabpn1^fl/fl^;Gdf9-Cre* mice was significantly lesser than that in WT mice. MVH-positive germ cells were completely depleted in the ovaries of 8-week-old *Pabpn1^fl/fl^;Gdf9-Cre* mice (fig. S5, A and B). We detected the cell apoptosis on ovarian sections by immunohistochemistry of cleaved caspase 3, which is a widely recognized marker of apoptosis. The results showed that there were more apoptosis signals in granulosa cells on the 4-week-old *Pabpn1^fl/fl^;Gdf9-Cre* ovarian sections than in the WT ovarian sections, suggesting that *Pabpn1* deletion in oocytes caused the apoptosis of the surrounding granulosa cells and follicle atresia (fig. S5, C and D).

### Knockout of *Pabpn1* affects the transcriptome in oocytes

Our study proved that the formation of NPAD is related to transcription. 

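Pabpn1, the targeted gene, lies on chromosome 14 of mm9 from 55511337 to 55517006 on the plus strand. Its transcript level was 21.9, 33.4 and 21.8 FPKM in the 3 WT samples and 0.595, 0.878 and 1.37 FPKM in the 3 Pabpn1-null samples. The mean in Pabpn1-null oocytes was 3.68% of the mean in WT oocytes, a log2 change of -3.77 (standard error 0.23, adjusted p = 1.44e-05 from limma). Pabpn1-null oocytes came from Pabpn1fl/fl;Gdf9-Cre mice, in which Cre recombinase under the control of the Gdf9 promoter removes the floxed gene in oocytes. The paper states 3 biological replicates per genotype and 10 oocytes per sample. The RNA was reverse transcribed with oligo-dT primers by the Smart-seq2 method, so that a transcript is captured through its poly(A) tail. The paper gives 13371275 to 21920467 reads per WT sample, with a median of 18295533, and 17821766 to 19771960 reads per Pabpn1-null sample, with a median of 18326856. The authors mapped the reads to mm9 and the ERCC sequences with TopHat2 2.1.1 and quantified uniquely mapped reads as FPKM with Cufflinks 2.2.1. The deposited table has 23235 rows, each a gene symbol, and its lowest value is 1 in every sample, so 1 was subtracted from each value to obtain FPKM. It has 0 rows for ERCC sequences, and FPKM was used without scaling to the spike-in. The 12523 rows with FPKM above 1 in at least 1 sample, the filter of the paper's methods, were kept. Changes in Pabpn1-null oocytes were tested on log2(FPKM + 1) with limma, adjusted by the Benjamini-Hochberg method over these rows. On this scale the change of a transcript with a low FPKM is understated. Gene coordinates were taken from the GENCODE vM1 annotation of the same build.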

For this, we collected WT and *Pabpn1*-knockout oocytes for transcriptome sequencing and analyzed them in three sets; the samples had similar global complementary DNA (cDNA) length distributions (fig. S6, A and B) and showed high correlations (fig. S6C).

We calculated gene expression levels of transcripts in terms of fragments per kilobase per million mapped reads (FPKM) and evaluated the relative mRNA copy number using the External RNA Controls Consortium (ERCC) RNA spike-in. The overall transcript level of *Pabpn1*-knockout oocytes was not significantly different from that of WT oocytes (fig. S6D). 

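The housekeeping transcripts moved in both directions between the genotypes as deposited. Of 17 measured housekeeping genes of a list fixed in advance, 6 were higher and 4 were lower in Pabpn1-null oocytes at an adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone. Gapdh, a glycolytic enzyme and the internal control of the paper's RT-qPCR, was at 57.2 ± 12.8 FPKM (SD, n = 3) in WT oocytes and 113 ± 4.90 FPKM (SD, n = 3) in Pabpn1-null oocytes. Its log2 change was 0.99 (standard error 0.17, adjusted p = 0.00122 from limma). Reads of Gapdh may be shared with its pseudogenes, so its level is uncertain. Tfrc, the transferrin receptor, and Ddb1, a DNA damage-binding protein, rose by 1.07 and 0.93 on the log2 scale. The lower genes, named after their values were seen, were Hprt, Ppia, Tbp and B2m, of which Ppia, Tbp and B2m had log2 changes of -0.81, -0.53 and -0.88. Hprt, an enzyme of purine salvage, was at 145 ± 7.36 FPKM in WT and 77.0 ± 6.07 FPKM in Pabpn1-null oocytes, a log2 change of -0.91 (adjusted p = 4.46e-04 from limma). The list as a whole was not called against all other rows by camera, limma's test of a gene list (adjusted p = 0.983, and 0.985 with an estimated correlation).
The sum of FPKM over all rows was 739244, 676078 and 721628 in the WT samples and 624831, 597103 and 638185 in the Pabpn1-null samples. The mean in Pabpn1-null oocytes was 87.1% of that in WT oocytes (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). FPKM is relative to the mapped reads of each sample, so this sum does not measure the amount of RNA per oocyte. When each sample was scaled by the factor that leads from the deposited FPKM to the values of Table S3, a scaling chosen after the data were seen, the mean was 58.7% of WT, 0 housekeeping genes were higher and 8 lower by limma (1 and 8 at an unadjusted p under 0.05), and Gapdh, Tfrc and Ddb1 did not pass the test (log2 changes 0.44, 0.59 and 0.38, adjusted p = 0.0521, 0.104 and 0.213 from limma).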

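Of the transcripts kept, 1411 were more than 2-fold higher and 855 were more than 2-fold lower in Pabpn1-null than in WT oocytes by the ratio of the group means of FPKM + 1. Transcripts named here have an adjusted p under 0.05, a mean of at least 5 FPKM and no overlap between the genotypes, and short RNA genes are left out. Among those with the largest rise were 3 host transcripts of small nucleolar RNAs. Snhg9, on chromosome 17 from 24856476 to 24856910, was at 29.7 ± 24.5 FPKM (SD, n = 3) in WT and 1376 ± 363 FPKM (SD, n = 3) in Pabpn1-null oocytes, 46.4-fold higher (87.2-fold without WT replicate 3). Snhg4 went from 1.23 ± 0.226 to 38.1 ± 3.67 FPKM and Snhg3 from 14.0 ± 1.46 to 214 ± 33.5 FPKM. The log2 changes of these transcripts were 5.76, 4.13 and 3.83. Of the uncharacterized transcripts, 2610019E17Rik was at 0.881 FPKM in WT and 262 FPKM in Pabpn1-null oocytes, and A730008H23Rik was listed at 0 in each WT sample and at 25.9 to 39.2 FPKM in the Pabpn1-null samples. 1700084E18Rik, 5730408K05Rik, 4931408C20Rik, AA465934 and the claudin Cldn9 rose by 3.61 to 4.35 on the log2 scale.
The largest fall was that of Pnpla3, which encodes a lipid droplet lipase and acyltransferase and lies on chromosome 15 from 83998246 to 84019942. It was at 68.5 ± 11.8 FPKM in WT and 0.747 ± 0.0700 FPKM in Pabpn1-null oocytes, a log2 change of -5.30 (standard error 0.18, adjusted p = 6.58e-07 from limma). Anxa5, a phospholipid-binding annexin, was at 6.75% of its WT level in Pabpn1-null oocytes, and Il17b, a cytokine, at 9.0%. The log2 changes of Olfr995, Dcpp2 and Prr15l were -4.21, -4.17 and -3.57. Ccdc147 and Gsto2, neighbors on chromosome 19, were also among the largest falls, but WT replicate 3 was at 2.53 and 0.131 FPKM, against 53.2 and 56.1 FPKM for Ccdc147 and 22.4 and 31.2 FPKM for Gsto2 in the other WT samples. The call of Gsto2 (log2 change -3.21, adjusted p = 0.0231 from limma) was lost when any sample other than WT replicate 3 was left out, with adjusted p-values of 0.107, 0.115, 0.0669, 0.089 and 0.0516 without WT replicates 1 and 2 and Pabpn1-null replicates 1 to 3. With robust estimation both calls were lost (adjusted p = 0.0781 for Ccdc147 and 0.156 for Gsto2 from limma), as they were without the filter (0.108 and 0.214). Without the filter the call of Ccdc147 was kept (adjusted p = 0.0309 from limma) when transcripts with no spread were left out. That choice was made after the results were seen.
At an adjusted p under 0.05 from limma, 3491 transcripts were higher and 2535 were lower, so that 57.9% of the calls were higher. For 7268 of the rows tested (58.0%) the genotypes did not overlap, against 10% expected by chance. The balance depended on the scaling of the samples. After scaling to the same total FPKM, 4327 were higher and 1778 lower (70.9% higher). With median-of-ratios scaling 2954 were higher and 3009 lower, and with quantile normalization 2894 and 3021 (49.5% and 48.9% higher). With the factors of Table S3, 1176 were higher and 4445 lower (20.9% higher). The median log2 change over all tested rows was 0.09 as deposited, 0.25 at the same total FPKM, -0.01 after quantile normalization and -0.36 with the factors, and changes of gene groups stand against these values.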

Numerous transcripts were increased (480) or decreased (2666) in *Pabpn1*-null oocytes, as compared to those in WT oocytes (Fig. 8A). 

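Transcripts with the highest levels in WT growing oocytes were lower in Pabpn1-null oocytes. Those with the lowest levels were higher, by an amount that depended on how rows were kept and binned. In the highest of 10 bins of equal size by WT level, with a median of 228 FPKM in WT oocytes, the median log2 change was -0.45 ± 0.12 (SD, n = 3 Pabpn1-null samples). The second bin had a median log2 change of -0.12 ± 0.044. Bins 3 to 9 had medians between 0.05 and 0.19, and the lowest bin had a median of 0.50. Every Pabpn1-null sample was below every WT sample in the highest bin and above every WT sample in the lowest (two-sided exact permutation test over sample medians, p = 0.1, the smallest p that 3 samples against 3 allow, and 0.125 adjusted over the bins). Of the 1253 transcripts in the lowest bin, 825 (65.8%) had an FPKM above 1 only in Pabpn1-null samples. With the factors of Table S3, chosen after the data were seen, bins 3 to 9 turned to medians between -0.50 and -0.20, and the highest and lowest bins were at -1.01 and 0.27. With bins set by the mean of all 6 samples the lowest bin was at 0.09, below the 0.10 to 0.22 of bins 3 to 9, and with rows kept and binned by 1 WT sample, chosen after the data were seen, it was at 0.11 to 0.16, while the highest bin stayed at -0.35 and at -0.51 to -0.41. With a pseudocount of 0.1 the lowest bin was at 1.09. Among coding genes, removing the trend over transcript length and GC content moved the highest bin from -0.44 to -0.19. The lowest bin of coding genes moved from 0.45 to 0.41. Taking these bins apart was chosen after the data were seen. The second bin turned to 0.08 at the same total FPKM and to 0.01 with bins set by the mean of all 6 samples.

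**Figure D1:**
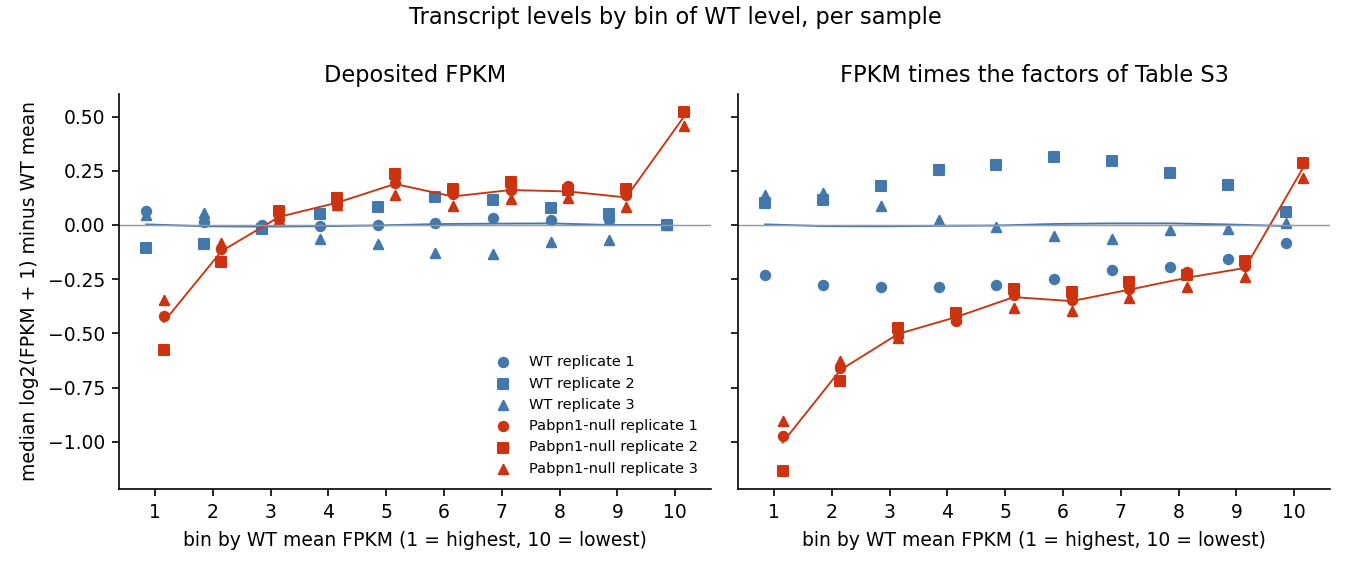
Median difference of log2(FPKM + 1) from the WT mean in each of 10 bins of transcripts by WT level (x axis, 1 is the highest), for each of the 6 samples; blue marks are WT and red marks Pabpn1-null samples, lines are means of 3 samples. Left, deposited FPKM, where the Pabpn1-null mean less the WT mean runs from -0.45 in bin 1 to 0.50 in bin 10. Right, FPKM times the factors of Table S3, where this difference runs from -1.01 to 0.27.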

Transcripts with higher expression levels (indicated using a green box) in WT growing oocytes decreased significantly after deletion of *Pabpn1*, whereas transcripts with lower expression levels (indicated using a red box) in WT growing oocytes increased after deletion of *Pabpn1* (Fig. 8B). The transcript level of *Pabpn1* in *Pabpn1*-null oocytes was significantly lower than that in WT oocytes, indicating that knockout of *Pabpn1* was effective (fig. S6E). The transcript level of *Pabpn1l* (homolog of *Pabpn1*) was similar in *Pabpn1*-null and WT oocytes (fig. S6F).

**Fig. 8.**
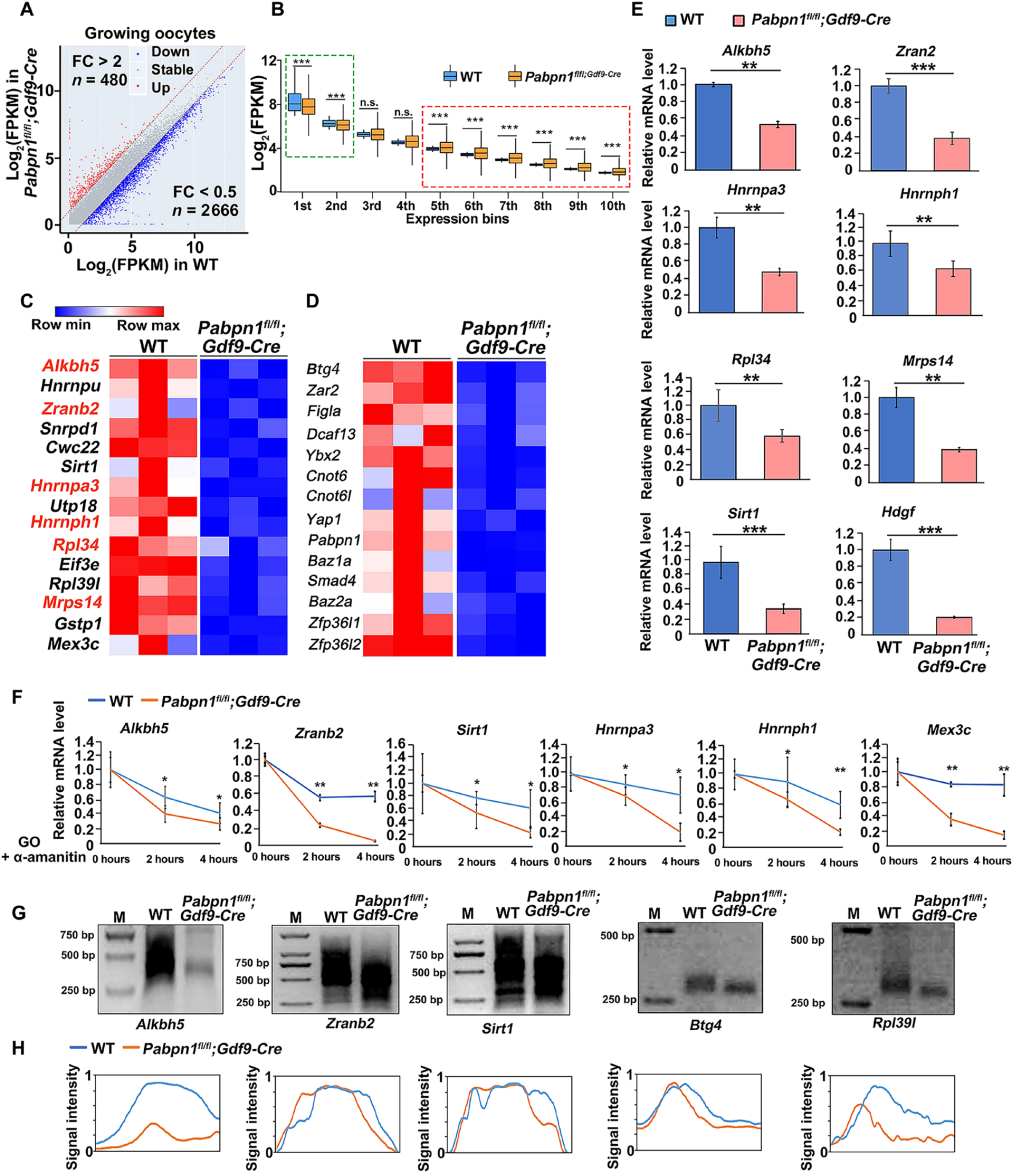
Transcriptomic analyses of *Pabpn1*-null oocytes. (**A**) Scatter plot of the relative transcript levels in WT and *Pabpn1*-deletion growing oocytes. Transcripts (*n*) whose levels decreased or increased by more than twofold have been highlighted in blue and red, respectively. FC, fold change. (**B**) Box plot showing gene expression levels of WT and *Pabpn1^fl/fl^;Gdf9-Cre* mouse oocytes at the growing stage. Genes were divided into 10 bins according to their expression levels in WT oocytes. The box indicates the upper and lower quantiles, the thick line in the box indicates the median, and the whiskers represent the 2.5th and 97.5th percentiles. ***P < 0.001, as assessed using two-tailed Student’s *t* test. Green box, transcripts with high levels in growing oocytes; red box, transcripts with low levels in growing oocytes. (**C** and **D**) Heatmap of the transcripts related to mRNA metabolism (C) and oocyte development (D) that showed decreased levels in *Pabpn1^fl/fl^;Gdf9-Cre* mice, as compared to those in WT mice. (**E**) Quantitative RT-PCR results showing the relative levels of the indicated transcripts in WT and *Pabpn1*-deletion oocytes after transcription inhibition by α-amanitin. Error bars represent the SEM. Statistical analysis was performed using Student’s *t* test. **P < 0.01 and ***P < 0.001. (**F**) RT-qPCR results showing the changes in transcript levels in WT and *Pabpn1*-null oocytes. Data have been represented as means ± SEM from at least three independent experiments and have been compared using one-way analysis of variance (ANOVA). *P < 0.05 and **P < 0.01. (**G**) Changes in poly(A) tail length of transcripts from WT and *Pabpn1^fl/fl^;Gdf9-Cre* mouse oocytes, as assessed using poly(A)-tail assay. (**H**) Relative signal intensity (*y* axis) and length of PCR products based on mobility (*x* axis) in (G). cKO, conditional knockout.

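Genes named Zfp, most of which encode zinc finger proteins that bind nucleic acid, rose in Pabpn1-null oocytes. Of 281 measured members, 121 were higher and 21 were lower at an adjusted p under 0.05 from limma (125 and 22 when adjusted over the list alone), with a median log2 change of 0.45. Zfp473, on chromosome 7 from 51986851 to 52006420, was at 14.5 ± 5.11 FPKM (SD, n = 3) in WT and 108 ± 6.50 FPKM (SD, n = 3) in Pabpn1-null oocytes, a log2 change of 2.87 (standard error 0.23, adjusted p = 3.53e-05 from limma). Zfp964, Zfp709 and Zfp819 rose by 2.47, 2.34 and 2.32 on the log2 scale. Of 85 genes of protein glycosylation, 26 were higher and 10 were lower (25 and 9 when adjusted over the list alone). Alg2, a mannosyltransferase of the lipid-linked oligosaccharide, was 3.92-fold higher, and Dolk, the dolichol kinase, 3.88-fold. Mgat2 and B4galt3, glycosyltransferases of the Golgi, were 3.51-fold and 3.14-fold higher. Of 48 genes of phospholipid biosynthesis, 15 were higher and 7 were lower, also when adjusted over the list alone. The medians of these lists, 0.21 for protein glycosylation and 0.19 for phospholipid biosynthesis, turned to -0.21 and -0.23 with the factors of Table S3, where 7 were higher and 21 lower, and 6 and 14. Gpat2 and Lpcat1, acyltransferases of glycerophospholipid synthesis, were 3.79-fold and 3.17-fold higher, whereas Crls1, the cardiolipin synthase, fell to 28.0% of its WT level (log2 change -1.68) and Agpat4 had a log2 change of -1.42.
Each list was tested against all other rows with camera at a preset correlation of 0.01, adjusted over 31 lists. Zfp genes passed (adjusted p = 3.85e-04, and adjusted p = 0.684 with an estimated correlation), and protein glycosylation and phospholipid biosynthesis did not (adjusted p = 0.407 and 0.491). The test fry, which asks whether the members move on balance one way, gave unadjusted p-values of 0.0086 and 0.0124 for these. With the factors, chosen after the data were seen, 50 Zfp genes were higher and 53 lower (median log2 change 0.02).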

Gene ontology (GO) analysis of the increased transcripts was enriched in the terms of phospholipid biosynthetic process, protein glycosylation, and nucleic acid binding (fig. S6G). 

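Transcripts of ribosomal proteins were lower in Pabpn1-null oocytes. Of 83 genes of cytosolic ribosomal proteins, 47 were lower (48 when adjusted over the list alone) and 0 were higher at an adjusted p under 0.05 from limma, and 53 were lower and 0 higher at an unadjusted p under 0.05. The median log2 change was -0.47. Rpl34 was at 251 ± 46.8 FPKM (SD, n = 3) in WT and 73.8 ± 50.5 FPKM (SD, n = 3) in Pabpn1-null oocytes, or 29.4% (19.3% without Pabpn1-null replicate 1), a call lost with robust estimation (adjusted p = 0.0733 from limma). Rpl39l, Rpl30 and Rps24 were at 35.8%, 54.1% and 54.8% of their WT levels. Ribosomal protein genes have many processed pseudogenes, so their values are uncertain where reads could be shared. Of 76 mitochondrial ribosomal proteins, 35 were lower and Mrpl38 and Mrps26, named after their values were seen, were higher, also when adjusted over the list alone (median log2 change -0.34). The call of Mrps26 (log2 change 0.45) was lost without each sample other than WT replicate 1 (adjusted p from 0.0901 to 0.128 from limma), with median-of-ratios scaling (0.122), quantile normalization (0.0789) and without trend (0.0671), and its direction turned to -0.09 with the factors of Table S3, where Mrpl38 also did not pass (0.27). Mrps10, Mrpl33, Mrps14 and Mrpl40 fell by 1.12 to 1.60 on the log2 scale. Of 49 translation initiation and elongation factors, 13 were higher and 12 lower as deposited, also over the list alone, and 0 were higher and 27 lower by limma with the factors of Table S3 (0 and 29 at an unadjusted p under 0.05): Eif3e and Eif1ax had log2 changes of -0.84 and -0.97, the release factor Gspt1 was at 45.1% of its WT level, and Eif2a rose by 0.90 (0.36, adjusted p = 0.176 from limma, with the factors).
Of 26 hnRNP proteins, which bind nascent transcripts, 11 were lower and Hnrnpk, Hnrnpr, Hnrnpul1, Ptbp1 and Raly, named after their values were seen, were higher, also over the list alone. The call of Hnrnpr was lost without WT replicate 1 or Pabpn1-null replicates 1 or 2 (adjusted p = 0.0781, 0.0758 and 0.0882 from limma) and with quantile normalization (0.0773), and those of Hnrnpk, Hnrnpr and Raly with the factors. Hnrnpu, on chromosome 1 from 180253205 to 180267928, was at 64.0 ± 15.5 FPKM in WT and 22.7 ± 1.71 FPKM in Pabpn1-null oocytes (log2 change -1.43, standard error 0.18, adjusted p = 2.68e-04 from limma). Pcbp2, Hnrnpul2, Hnrnpa3 and Hnrnpa1 fell to between 25.1% and 41.0% of their WT levels, and Hnrnph1 to 70.5%, a call lost without Pabpn1-null replicates 1 or 3 (adjusted p = 0.0859 and 0.0604 from limma) and at the same total FPKM (log2 change -0.29, adjusted p = 0.146). Of 106 spliceosome and splicing factors, 31 were lower and 26 were higher (34 and 27 when adjusted over the list alone), and 54 were lower and 5 higher with the factors. Cwc22, a splicing factor that also binds the exon junction complex, fell to 18.5% of its WT level, Srsf9 to 34.9% and Snrpd1, a core Sm protein, to 47.5%, whereas Sf3b4 and Rbm5 were 4.14-fold and 2.69-fold higher. Of 55 genes of deadenylation and mRNA decay, 15 were lower and 10 higher, also over the list alone (23 and 1 with the factors), among them Upf3b and Pan3 with log2 changes of -2.01 and -1.45 and the nuclear exosome nuclease Exosc10 with one of 1.38. Of 30 genes of cleavage and polyadenylation, 12 were higher and Cpsf4, Cpsf4l, Ppp1cb and Ppp1cc, named after their values were seen, were lower, also over the list alone; the median log2 change of 0.34 turned to -0.19 with the factors. Ints9, Cstf3 and Cstf1 were 2.70-fold, 2.78-fold and 2.32-fold higher, and Ppp1cc fell by 1.36 on the log2 scale. The calls of Cpsf4 (log2 change -0.44) and Ppp1cb (-0.76) were lost, for Cpsf4 without any 1 sample (adjusted p from 0.0519 to 0.153 from limma) and for Ppp1cb without any 1 Pabpn1-null sample (0.0535 to 0.0795), and for both at the same total FPKM (0.23 and 0.0874); that of Cpsf4 was also lost with robust estimation (0.0546). Of the other transcripts of RNA metabolism or translation that the paper names, Alkbh5, an RNA demethylase, fell from 151 ± 18.4 to 52.5 ± 10.9 FPKM. Hdgf, Gstp1, Cetn3 and Mex3c had log2 changes of -1.55, -1.43, -1.31 and -1.27 with adjusted p-values of 0.0055 or less from limma.
With camera, limma's test of a list against all other rows, the cytosolic ribosomal proteins (adjusted p = 2.45e-09), mitochondrial ribosomal proteins (adjusted p = 8.44e-06) and hnRNP proteins (adjusted p = 0.0362) were lower, each with adjusted p = 0.696 with an estimated correlation. Among lists matched on transcript length, GC content and level, with medians of -0.49 and -0.32, the ribosomal lists lay at percentiles 70.27 and 39.43. The cytosolic ribosomal call was lost with quantile normalization (adjusted p = 0.0608 from camera). The hnRNP call was lost without WT replicate 2 or Pabpn1-null replicates 1 or 3 (adjusted p = 0.0975, 0.0551 and 0.0557 from camera), with a mean of at least 5 FPKM (0.0521), at the same total FPKM (0.0501) and with quantile normalization (0.0591). The translation factors (adjusted p = 0.524 from camera), splicing factors (0.346), decay genes (0.434) and cleavage and polyadenylation genes (0.434) were not called as deposited. With the factors, chosen after the data were seen, the splicing factors were called lower (adjusted p = 0.0494 from camera) and the translation factors (0.0596) and decay genes (0.169) were not. The medians of the translation factors (-0.11) and splicing factors (-0.04) turned to 0.09 and 0.15 at the same total FPKM, and that of the decay genes (0.06, with a mean of -0.10) turned to -0.06 with median-of-ratios scaling. The calls of Zranb2, Sirt1 and Utp18 (log2 changes -0.51, -0.78 and -0.45, adjusted p = 0.0461, 0.0404 and 0.0363 from limma) were lost at the same total FPKM (adjusted p = 0.218, 0.127 and 0.224), and that of Utp18 without trend (0.0603). They were also lost without any 1 Pabpn1-null sample or WT replicate 2, and without WT replicate 1 for Zranb2 and Sirt1 or WT replicate 3 for Utp18, with adjusted p-values from limma of 0.0774 to 0.142 for Zranb2, 0.0796 to 0.14 for Sirt1 and 0.0689 to 0.108 for Utp18.

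**Figure D2:**
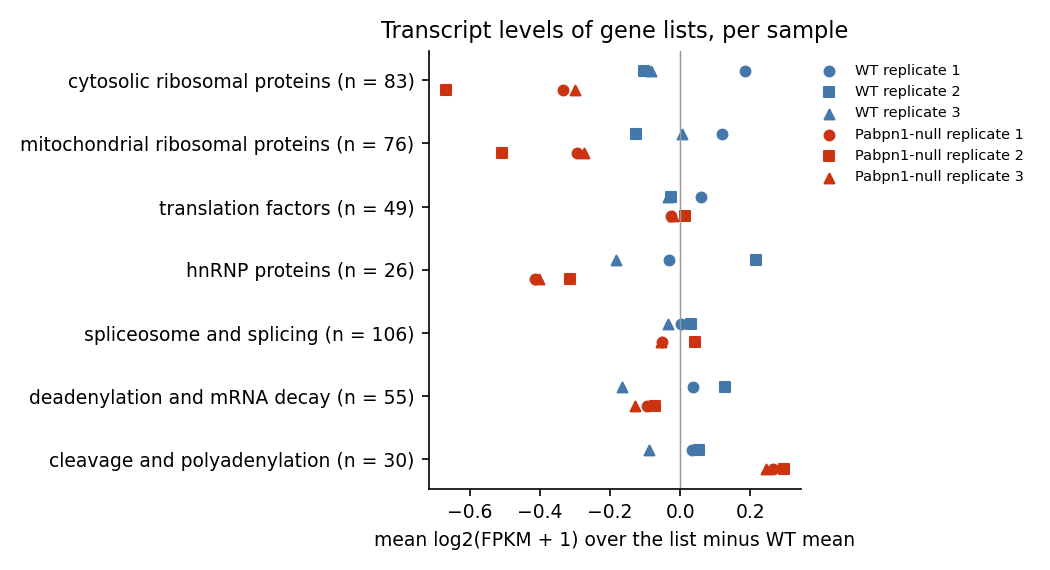
Mean log2(FPKM + 1) over each gene list in each of the 6 samples, less the mean of the WT samples (x axis), with the number of measured genes per list; blue marks are WT and red marks Pabpn1-null samples. The Pabpn1-null samples lie below all WT samples for the cytosolic and mitochondrial ribosomal proteins and hnRNP proteins. They lie among the WT samples for the translation factors and decay genes, and above them for cleavage and polyadenylation. For the splicing factors Pabpn1-null replicates 1 and 3 lie below all WT samples and replicate 2 lies above them. With the factors of Table S3 the median of the cleavage and polyadenylation list turns to -0.19.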

Many of the down-regulated transcripts in *Pabpn1*-null oocytes were encoded by genes related to translation, mRNA processing, RNA splicing, and RNA binding (fig. S6, H and I, and Fig. 8C). Transcripts related to oocyte development also decreased in *Pabpn1*-null oocytes (fig. S6J and Fig. 8D).

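Of the 15 transcripts of oocyte development and reproduction that the paper lists, 12 were lower (14 when adjusted over the list alone) and 0 were higher in Pabpn1-null oocytes at an adjusted p under 0.05 from limma, and 14 were lower and 0 higher at an unadjusted p under 0.05. The median log2 change was -0.82. The study chose this list on these samples, so neither count is independent evidence of its direction. Btg4, an adaptor of the CCR4-NOT deadenylase on chromosome 9 from 50924106 to 50927980, was at 2502 ± 186 FPKM (SD, n = 3) in WT and 972 ± 90.4 FPKM (SD, n = 3) in Pabpn1-null oocytes, a log2 change of -1.37 (standard error 0.12, adjusted p = 4.75e-05 from limma). Zar1l fell to 44.6% of its WT level, Yap1 to 44.6%, and Figla, an oocyte transcription factor that activates zona pellucida genes, to 53.4%. Smad4, Cnot6, Zfp36l1, Foxo1, Ybx2 and Baz1a had log2 changes between -0.99 and -0.78, and Cnot6l and Dcaf13 had changes of -0.72 and -0.47. Baz2a (log2 change -0.54, adjusted p = 0.0506), Zfp36l2 (-0.69, adjusted p = 0.0919) and Rab11b (-0.60, adjusted p = 0.0822) did not pass the limma test. Without Pabpn1-null replicate 2 the calls of Smad4 and Cnot6 were lost (adjusted p = 0.0522 and 0.0535 from limma), and were kept when transcripts with no spread in that fit, a choice made after the results were seen, were left out (0.0435 and 0.0452). The call of Cnot6l was lost without WT replicate 2 (log2 change -0.42, adjusted p = 0.0534) or Pabpn1-null replicates 1 to 3 (adjusted p = 0.081, 0.126 and 0.0516), and that of Dcaf13 without WT replicates 1 or 3 (adjusted p = 0.0577 and 0.0557) or Pabpn1-null replicates 1 or 2 (0.0772 and 0.0653). At the same total FPKM both were lost (adjusted p = 0.122 and 0.0787 from limma).
Other gene lists of the oocyte, fixed in advance, went both ways as deposited. Of 23 oocyte transcription factors and germ cell regulators, 8 were higher and 7 lower, also over the list alone, and the median log2 change of -0.13 (mean 0.08) turned to 0.07 at the same total FPKM. The germ cell regulators Ddx4 and Dazl were 2.69-fold and 2.07-fold higher (Dazl did not pass with the factors of Table S3, adjusted p = 0.0938 from limma), and Sohlh1 and Stat3 3.36-fold and 2.54-fold (Sohlh1 6.69-fold without WT replicate 1). Of 21 genes of a list of zona pellucida proteins, secreted factors and other oocyte genes, 10 were higher and 7 lower (10 and 9 over the list alone), with Nlrp14 at 991 ± 214 FPKM in WT and 2681 ± 138 FPKM in Pabpn1-null oocytes and Folr4, the sperm receptor of the egg, at 277 ± 36.2 and 105 ± 11.0 FPKM. Ovol1, a transcription factor, and Gpr3, a receptor that keeps the oocyte in meiotic arrest, rose by 1.79 and 1.35 on the log2 scale. Of 47 maternal-effect genes, 18 were higher and 14 lower (18 and 15 over the list alone). Tcl1b1 fell from 1326 ± 117 to 302 ± 62.1 FPKM and Tcl1b2 from 456 ± 79.1 to 137 ± 32.7 FPKM, whereas Nlrp2 and Nlrp9b were 3.36-fold and 3.35-fold higher. Of 47 genes of the meiotic cell cycle, 17 were higher and 9 lower, also over the list alone. Pde3a, the phosphodiesterase of meiotic resumption, and Ccne2 and Fzr1, regulators of the cell cycle, rose by 1.80, 1.59 and 1.37 on the log2 scale.
With camera, limma's test of a list against all other rows, the other 4 lists were not called (adjusted p from 0.491 to 0.971). The same test of the paper's list is no evidence of its direction either, since the list was chosen on these samples. The medians of the zona pellucida, maternal-effect and meiotic lists were 0.24, 0.07 and 0.15 and turned to -0.24, -0.39 and -0.37 with the factors of Table S3, where 3 were higher and 10 lower, 12 and 19, and 6 and 14, and of the oocyte transcription factors 4 and 13; camera as deposited placed the zona pellucida list lower than other rows although its median was positive. From the lower levels of transcripts of mRNA metabolism and oocyte development, their faster decay under α-amanitin and their shorter poly(A) tails, the paper concludes that normal formation of NPAD is essential for the stability of transcripts during oocyte growth.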

We further used reverse transcription quantitative polymerase chain reaction (RT-qPCR) to detect transcript levels in WT and *Pabpn1*-null oocytes. Consistent with the transcriptome sequencing results, levels of many transcript related to RNA processing and translation were decreased in *Pabpn1*-knockout oocytes (Fig. 8E). To exclude the effect of transcription activity on the mRNA levels in growing oocytes, 50 μM α-amanitin was used to repress de novo gene transcription in cultured WT and *Pabpn1*-deleted oocytes. The mRNA levels of the indicated transcripts gradually decreased in WT oocytes with time (Fig. 8F), whereas the decay of these transcripts was significantly accelerated in *Pabpn1*-null oocytes (Fig. 8F). In eukaryotes, the poly(A) tail is a major determinant of the steady state of mRNAs. Therefore, we tested the poly(A) tail of specific transcripts in WT and *Pabpn1*-deleted oocytes using a poly(A)-tail assay. The poly(A) tails of these transcripts were remarkably shortened in *Pabpn1-*deletion oocytes, as compared to those in WT oocytes (Fig. 8, G and H). These findings revealed that the normal formation of NPAD is essential for the stability of transcripts including those related to mRNA metabolism during oocyte growth.

### *Pabpn1* knockout results in shortened 3′UTR isoform transcripts

The newly transcribed mRNAs are transported out of the nucleus after processing in the nucleus, and CPSF4 is an important subunit of the splicing complex in the nucleus (*27*). Immunofluorescence results showed that CPSF4 and PABPN1 displayed condensates that colocalized in the nuclei of the WT growing oocytes (Fig. 9A). The condensate distribution of CPSF4 was lost in *Pabpn1*-knockout oocytes, and they diffused in the nucleus (Fig. 9A). When PABPN1-WT was overexpressed in *Pabpn1*-null oocytes, CPSF4 reverted to condensate distribution, whereas when the mRNA binding mutation PABPN1-R200A was supplemented, CPSF4 could not restore the formation of the condensates (Fig. 9A). The above results showed that PABPN1 promoted the condensate distribution of CPSF4.

**Fig. 9.**
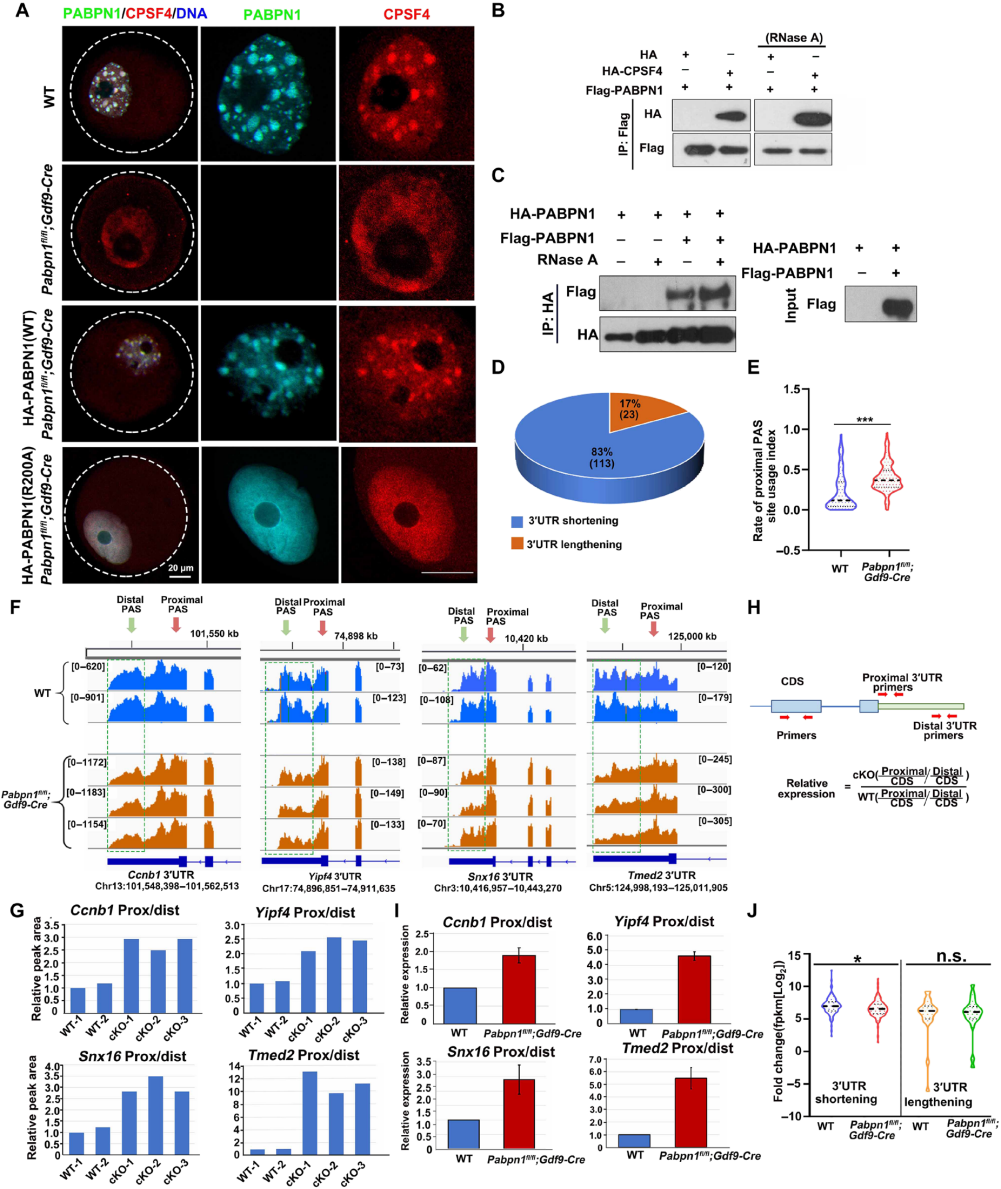
Transcript 3′UTR selection in *Pabpn1*-knockout oocytes. (**A**) Immunofluorescence results showing the distribution of PABPN1 and CPSF4 in WT and *Pabpn1^fl/fl^;Gdf9-Cre* mouse oocytes. Scale bar, 20 μm. (**B** and **C**) Co-IP experiment showing the interaction of PABPN1 with CPSF4 and PABPN1 (C). (**D**) Number of transcripts with 3′UTR shortening or lengthening in *Pabpn1^fl/fl^;Gdf9-Cre* mice oocytes, as compared to those in control oocytes. (**E**) Comparison between the proximal PUI calculated in WT and *Pabpn1^fl/fl^;Gdf9-Cre* mouse oocytes. The analysis included 136 transcripts that showed a significant shift in the PAS usage. (**F**) Examples of transcripts showing significant 3′UTR shortening, manifested by prominent decrease peaks near the distal CS relative to the proximal ones in *Pabpn1*-deletion oocytes, as compared to those in WT samples. Transcripts with green boxes represent the distal CS levels. Green arrow, distal PAS; red arrow, proximal PAS. (**G**) The ratios of the proximal to distal peak area are shown in (F), normalized to the average of the two controls. (**H**) The primer design pattern diagram detects the proportion of long and short isomers in the transcript. Separately designed primer sequences to detect the CDS, proximal, and distal isoforms of a specific transcript. The proportions of the proximal and distal isomers of the same transcript were normalized to the CDS. (**I**) To confirm the results of the 3′UTR selection, the same samples as in (F) were subjected to qRT-PCR. (**J**) RNA sequencing results showing the relative levels of transcripts that displayed 3′UTR shortening or lengthening in WT and *Pabpn1^fl/fl^;Gdf9-Cre* mice oocytes. Error bars represent the SEM. *P < 0.05 by as assessed using the two-tailed Student’s *t* test.

Protein complex immunoprecipitation (co-IP) results showed that CPSF4 and PABPN1 interacted independently of mRNA (Fig. 9B). In addition, PABPN1 itself also had RNA-independent interactions (Fig. 9C). Therefore, PABPN1 performs at least two functions under physiological conditions: PABPN1 can (i) promote the formation of NPAD and (ii) recruit mRNA splicing–related factors, to promote the processing of newly transcribed mRNA.

Only a few transcripts listed in fig. S7A showed abnormal intron splicing in *Pabpn1-*deleted oocytes, as compared to those in WT oocytes (fig. S7, A and B). In addition to intron splicing, mRNA processing in the oocyte nucleus also includes 3′UTR splicing, which is a two-step process consisting of endonucleolytic cleavage and addition of a poly(A) tail (*28*). An upstream hexamer (AAUAAA or AUUAAA) PAS and a downstream UG-rich sequence that recruits CPSF, both of which are required for the processing (*29*, *30*).

We then examined the effect of *Pabpn1* deletion on PAS selection. We identified 136 transcripts that showed a significant shift in cleavage site (CS) usage in *Pabpn1*-deletion samples versus control samples (Fig. 9D) (*P* < 0.05; table S7). GO analysis of the significant shift in CS usage transcripts was related to translation, RNA transport, and cell cycle (fig. S7C). In more than 80% of these transcripts, the shift in CS usage was toward the proximal PASs (*P* < 0.05; table S7), indicating an extensive 3′UTR shortening in the absence of PABPN1 (Fig. 9D). We defined a PAS usage index (PUI; table S7) to quantify the relative usage of each PAS in a transcript. Comparison of the proximal PUI distribution revealed a significant shift in CS usage transcripts in *Pabpn1*-deletion samples versus control samples, which further demonstrated the notably enhanced usage of proximal PASs in the absence of PABPN1 (Fig. 9E). We identified some transcripts (*Ccnb1*, *Yipf4*, *Snx16*, and *Tmed2*) that had 3′UTR shortening in the absence of PABPN1 and shorter 3′UTR isoforms (Fig. 9, F and G). We further validated the increase in the level of the short isoform relative to the long isoform for selected genes using RT-qPCR (Fig. 9, H and I). These results strongly suggested that *Pabpn1* knockout in oocytes leads to a significant shift of usage toward proximal CSs, which causes more shortening of the 3′UTR isoforms in the transcripts.

At the molecular level, the mRNA in NPAD is spliced at different CSs on the 3′UTR, to produce different isomeric forms. 

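Transcripts with a shortened 3′UTR in Table S7 were not lower in Pabpn1-null oocytes as deposited. Of 110 measured genes, 36 were higher and 20 were lower at an adjusted p under 0.05 from limma, also when adjusted over the list alone, and the median log2 change was 0.18. The mean of log2(FPKM + 1) over these genes was 6.69 ± 0.050 (SD, n = 3) in WT and 6.86 ± 0.0090 (SD, n = 3) in Pabpn1-null samples (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Ccnb1, the cyclin B1 that drives entry into M phase, was at 762 ± 180 and 1060 ± 46.5 FPKM in WT and Pabpn1-null oocytes, a log2 change of 0.50 (standard error 0.16, adjusted p = 0.0259 from limma) that turned to -0.06 with the factors of Table S3. Tmed2, a protein of vesicle transport, had a log2 change of 0.45 (adjusted p = 0.037 from limma) that turned to -0.11. Both calls were lost without any 1 sample other than WT replicate 3 (adjusted p from 0.0581 to 0.103 for Ccnb1 and from 0.0666 to 0.127 for Tmed2, from limma), with median-of-ratios scaling (0.108 and 0.139) and without trend (0.056 and 0.0685). Yipf4 (0.10, adjusted p = 0.657, and -0.46 with the factors) and Snx16 (-0.24, adjusted p = 0.164) did not pass the limma test as deposited; with the factors Snx16 was called lower (-0.79, adjusted p = 0.0106). Of 20 measured transcripts with a lengthened 3′UTR, 7 were higher and 8 were lower, also over the list alone. Their sample means were 6.60 ± 0.026 in WT and 6.53 ± 0.051 in Pabpn1-null samples (exact p = 0.1), with a median log2 change of 0.08 and a mean of -0.08, which turned to 0.12 at the same total FPKM.
Against all other rows, limma's camera called neither list, with adjusted p = 0.461 for the shortened and 0.524 for the lengthened list (0.584 for each with an estimated correlation), and fry gave p = 0.00753 and 0.181 over the 6 samples. The mean change of the shortened list, 0.17, turned to -0.38 with the factors of Table S3, chosen after the data were seen, with 7 genes higher and 37 lower by limma, sample means of 6.98 ± 0.293 in WT and 6.61 ± 0.0090 in Pabpn1-null samples and an adjusted p of 0.3 from limma's camera. That of the lengthened list was -0.63 with the factors, with 1 gene higher and 10 lower. With quantile normalization the shortened list was called higher (adjusted p = 0.00291 from limma's camera). The study chose these genes on the reads of these samples. The paper concludes that the selection of cleavage sites by PABPN1 is crucial for transcript level and female fertility. Beside the lower level of transcripts with shortened 3′UTR in its data, it reports RT-qPCR of short and long isoforms. It also reports the loss of CPSF4 condensates without PABPN1 and the sterility of the knockout females. None of these was analysed here.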

The levels of transcripts showing significant 3′UTR shortening were lower in *Pabpn1*-null oocytes than in WT oocytes, whereas the levels of transcripts showing significant 3′UTR lengthening were not significantly different between the two groups of oocytes (Fig. 9J). Therefore, PABPN1-dependent selection of CSs on the 3′UTR of transcripts during oocyte growth is crucial for transcript level and female fertility.

### PABPN1L is not involved in the regulation of NPAD in oocytes

To test whether PABPN1L is expressed in growing oocytes and has a physiological function that overlap with that of PABPN1 during this process, we detected the distribution of PABPN1L in growing oocytes by immunofluorescence. The PABPN1L was dispersed in the nucleus of oocytes and did not colocalize with SRSF2 to form condensates, which is different from the localization of PABPN1 (fig. S8A). The distribution of PABPN1L indicated that it was not involved in the formation NPAD in oocytes. In addition, *Pabpn1l* deletion did not affect the formation NPAD in oocytes (fig. S8B). Overexpressing of PABPN1L could not rescue the formation failure of NPAD in *Pabpn1*-null oocytes (fig. S8C). The structural differences between PABPN1 and PABPN1L determine that PABPN1L may not be involved in NPAD formation in the oocyte nucleus, because of the lack of the intrinsically disordered region in the N terminus of PABPN1L (fig. S8D). Furthermore, overexpressing PABPN1L in *Pabpn1*-knockout oocytes cannot rescue the gene transcription abnormalities caused by PABPN1 deletion during oocyte maturation (fig. S8E). This is consistent with the observation that PABPN1L does not play a role in the formation of NPAD. The above results indicate that PABPN1L does not have a redundant role with PABPN1 in the formation of NPAD during oocyte maturation.

## DISCUSSION

Mammalian oocytes, the largest cells in the body, are precisely regulated during their growth and development processes. These have no transcriptional activity during ovulation and fertilization and rely on the translation of maternal mRNA originally stored in the oocytes to regulate cell activities (*31*–*34*). The growing oocytes carry out active transcription activity and store a large number of maternal factors for the subsequent MZT process (*35*–*37*). After fertilization, the genome of the embryo is still in a state of transcriptional inhibition, and the embryo’s own genome does not start full transcriptional activation until the two-cell stage (*38*). Therefore, normal storage of maternal factors in growing oocytes is essential for the subsequent development of oocytes.

There are many different domains and nucleosomes in the cell nucleus that are involved in the different aspects of gene expression (*20*, *39*). This compartmentalization in the nucleus is more efficient in conducting various life activities (*40*). The distribution of PABPN1 is not uniform but has a similar location to that of SRSF2 (nuclear speckles, a subcellular membraneless structure) in the nucleus, which is rich in transcription, RNA processing, and export-related factors, as well as a variety of noncoding RNAs. The SRSF2 domain is the hub of transcription, mRNA processing, and export. It promotes the expression of related genes by increasing the concentration and dynamic exchange of factors related to mRNA metabolism (*20*).

In this study, we found that PABPN1 can promote mRNA with poly(A) tails to form NPAD structure that is different from SRSF2 in growing oocytes. Moreover, the distribution of NPAD gradually diffused with the development and maturity of the oocytes. The nuclear compartmentalization distribution of NPAD was found to be directly related to transcriptional activity and the developmental stage of oocytes. This conclusion is supported by the following experimental evidence. (i) Under physiological conditions, PABPN1 and poly(A)-tailed mRNAs were colocalized in the growing oocyte, but they gradually dispersed as the oocyte matured; (ii) SRSF2 was not completely colocalized with PABPN1 and PA^+^ (Fig. 1F); (iii) after inhibition of transcription, PABPN1 and NPAD lost their condensate distribution in the growing oocytes (Fig. 2C); and (iv) in growing oocytes, the condensate positions of PABPN1 and NPAD were directly related to its RNA binding capability. These results indicated that NPAD is directly related to the binding of PABPN1 to newly transcribed mRNA.

Recent studies have shown that macromolecules and membraneless organelles perform biological functions such as innate immune signaling, gene transcription, assembly of spindle apparatus, and heterochromatin formation by means of condensation (*41*–*45*). In mouse oocytes (which are different from somatic cells that have their own unique properties), there is still limited information regarding whether condensation properties affect reproductive activities.

In the current study, we hypothesized that PABPN1 forms NPAD by virtue of its condensation properties in growing mouse oocytes and is essential for female reproduction. The Nter of PABPN1 contains a low-complexity sequence domain followed by an RRM (Fig. 4A). This structure is similar to the previously reported structure of hnRNPA1, which is an RBP participating in the formation of stress granules, owing to its liquid-liquid condensation properties (*46*, *47*). The following evidence supports that PABPN1-mRNA promotes the normal formation of NPAD through condensation: (i) The purified PABPN1 can form a condensate morphology in vitro, similar to that in vivo (Figs. 3 and 4). (ii) Purified PABPN1 can fuse and exchange materials frequently with the outside conditions, both in vitro and in vivo (Figs. 3 and 4). (iii) The Nter and RRM of PABPN1 are essential for the formation of NPAD through condensation (Figs. 3 and 4). On the other hand, the size of NPAD is directly related to the length of the poly(A) tail of mRNAs (Fig. 5).

In addition, previously unidentified evidence, including the fact that the oocytes from *Pabpn1^fl/fl^;Gdf9-Cre* mice could not form NPAD, proves that PABPN1 is essential for the formation of NPAD under physiological conditions (Fig. 6). The knockout of *Pabpn1* affected the condensate localization of the splicing factor CPSF4. Our study proved that NPAD is the hub of mRNA processing, and PABPN1 further recruits other splicing factors to promote the storage and processing of mRNA in growing oocytes (Fig. 10A). In addition, PA^+^ condensates could serve as biomarkers for RNA processing dysfunction in the development of oocytes. This study is likely to offer great mechanistic and potentially therapeutic insights into these diseases.

**Fig. 10.**
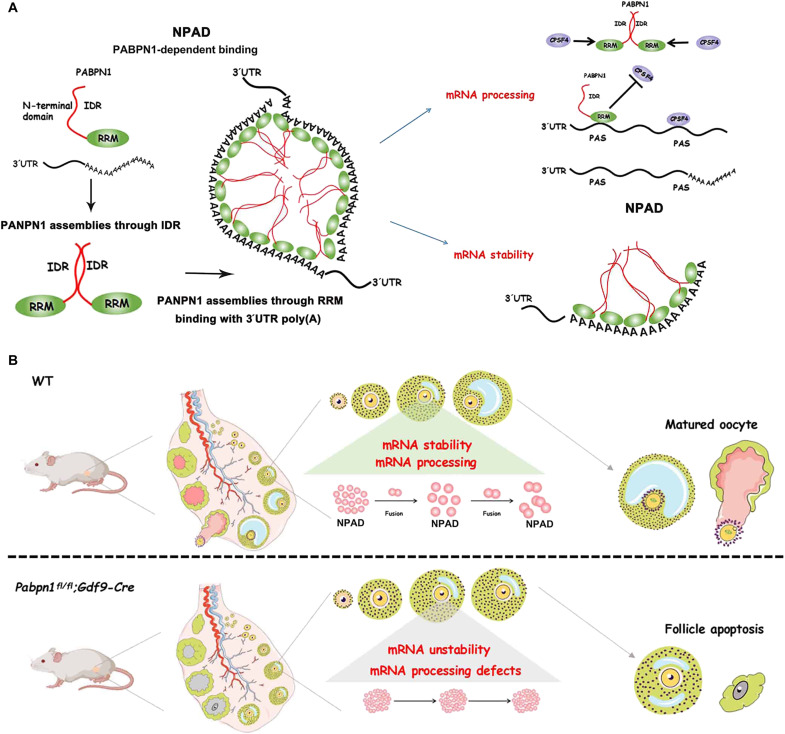
Schematic diagram showing the formation and physiological functions of NPAD in growing oocytes, as promoted by the condensation properties of PABPN1. PABPN1 promotes the formation and fusion of NPAD through condensation in growing oocytes. At the molecular level, NPAD promotes the formation of long 3′UTR transcripts by binding with proximal PAS (thus preventing the binding of the splicing factor CPSF4) and maintains the stability of mRNA by binding with the poly(A) tails of transcripts. At the physiological level, the normal formation of NPAD is essential for oocyte development, follicle growth, and ultimately female reproduction.

There are still many questions surrounding the role of NPAD that have been left unanswered by this study. The condensate distribution of NPAD is directly related to its transcriptional activity. However, more evidence is needed to unravel the mechanism of NPAD formation, thus warranting further investigation. In addition, it has been previously reported that PABPN1 is involved in mRNA transport from the nucleus to the cytoplasm (*8*). While *Pabpn1*-null oocytes have mRNA in the nucleus and cytoplasm, the absence of *Pabpn1* may not affect the transport of mRNA from the nucleus to the cytoplasm. Thus, further studies are needed to determine whether PABPN1 is directly involved in the transport of specific mRNAs (*48*, *49*).

Transcriptome sequencing results showed that the overall maternal mRNA level of *Pabpn1*-null oocytes was not significantly different from that of the WT oocytes. While *Pabpn1* may affect some specific transcripts, PABPN1 may directly affect the transcriptional activity.

It has been reported that PABPN1 is associated with RNA polymerase II during transcription (*50*). In addition to PABPN1, CPSF4, and mRNA, NPAD in the nucleus should possibly contain other components. With the developed of RNA and DNA SPRITE methods, RNA and DNA in the spatial organization of NPAD could be mapped (*51*). Further investigations are required to explore the components of this membraneless organelle and to reveal the reason why it is not completely colocalized with SRSF2.

The in vivo significance of NPAD in growing oocytes was demonstrated using *Pabpn1^fl/fl^;Gdf9-Cre* knockout mice. *Pabpn1^fl/fl^;Gdf9-Cre* knockout female mice were infertile and had severe primary ovarian insufficiency (POI) (Fig. 10B). The NPAD mediated by phase separation of PABPN1 provides a gathered compartment in the nucleus, promoting the formation of long transcript isoforms, which in turn affect the stability of transcripts and the translation level of the oocyte.

*Pabpn1*-null led to NPAD formation defects and thus affected the stability of transcripts involved in oocyte development, such as *Ybx2*, *Baz1a*, *Cnot6*, and *Cnot6l*. *Pabpn1*-null oocytes failed to develop to the fully grown stage and in turn resulted in POI. PABPN1 is a protein that can bind to the poly(A) tails of mRNA and is essential for transcript stability. *Pabpn1* knockout results in a decline in transcripts relating to mRNA processing, RNA splicing, translation, oocyte development, and female reproduction. Among these newly identified PABPN1 target transcripts, *Alkbh5* encodes a mammalian RNA demethylase that affects mRNA export and RNA metabolism as well as the assembly of mRNA processing factors in nuclear speckles. *Alkbh5*-deficient male mice are infertile and have increased m6A in mRNAs of meiotic metaphase-stage spermatocytes (*52*). *Hnrnph1* and *Hnrnpa3* functionally associate with RNA splicing. The levels of these two transcripts are drastically reduced in *pabpn1*-deficient oocytes, potentially affecting RNA foci and transcript splicing in oocytes (*53*, *54*). In addition, the translation-related transcript *Rpl34* is also a target gene of PABPN1. The decreases of *Rpl34* transcript level after *Pabpn1* deletion may cause a decrease in the overall translation level in the knockout oocytes, resulting in abnormal oocyte development (*55*).

The condensation and compartmentalization of PABPN1 is one of the mechanisms that lead to infertility of *Pabpn1*-knockout mice. Other mechanisms related to PABPN1’s own structure and function underlying POI remain to be further explored.

Together, our study revealed the presence of an NPAD that promotes processing of maternal factor mRNA in growing oocytes. We further confirmed that PABPN1-RNA promoted the formation of NPAD through its condensation properties. We then verified our hypothesis using *Pabpn1^fl/fl^;Gdf9-Cre* knockout mice and explored the physiological significance of NPAD. Last, we investigated the physiological activities that occur in NPAD at the molecular level.

## MATERIALS AND METHODS

### Animals

The *Pabpn1^fl/fl^* mouse strain was constructed using CRISPR-Cas9–based gene targeting. *Pabpn1l^−/−^* mice have been previously reported (*6*). All mice had a C57BL/6J genetic background. All animal experiments were conducted in accordance with the guidelines and regulations of Zhejiang University, and the experimental protocol (ZJU20210252) was approved by the Zhejiang University Institutional Animal Care and Research Committee.

### Preparation of mRNAs for microinjections

To prepare mRNA for microinjection, the expression vectors were linearized and in vitro transcribed using the SP6 message mMACHINE Kit (Invitrogen, AM1340). Poly(A) tails [~200 to 250 base pairs (bp)] were added to the transcribed mRNAs using the mMACHINE kit (Invitrogen, AM1350). The in vitro–transcribed mRNAs were resuspended in nuclease-free water by lithium chloride precipitation method.

### Microinjection of oocytes

Growing oocytes were incubated in M2 medium containing 2 μM milrinone to inhibit spontaneous germinal vesicle breakdown (GVBD) for later microinjection. All injections were performed using an Eppendorf transferman NK2 micromanipulator. Approximately 5 to 10 pl of RNAs at a concentration of 500 ng/μl were microinjected to each oocyte. After microinjection, oocytes were cultured in M16 medium containing 2 μM milrinone at 37°C and 5% CO_2_.

### Histological and immunohistochemistry

After dehydration, the ovaries of the mice were embedded in paraffin and sectioned. The sections were deparaffinized in xylene three times (for 5 min each), rehydrated in anhydrous ethanol and 95% ethanol twice (for 5 min each), and stained with H&E.

For immunohistochemical analyses, the sections were incubated in 3% H_2_O_2_ for 10 min, cooled down to room temperature after boiling in 10 mM sodium citrate buffer (pH 6.0) for 15 min, washed, blocked with 10% donkey serum for 60 min, and incubated with primary antibodies overnight at 4°C. The slides were then washed and incubated with biotin-labeled secondary antibodies. The antibodies were further detected using the VECTASTAIN ABC kit and 3,3′-diaminobenzidine peroxidase substrate kit (Vector Laboratories, Burlingame, CA, USA). The slides were then counterstained with H&E and imaged under an 80i microscope equipped with a camera (Nikon, Tokyo, Japan).

### Immunofluorescence

Oocytes were fixed in 4% paraformaldehyde (PFA) at room temperature for 30 min and then incubated in 0.3% Triton X-100 in phosphate-buffered saline for 30 min. Antibody staining was performed using standard protocols described previously (DOI: 10.1242/dev.144410) (*56*). The antibodies used are listed in table S1. Images of oocytes were detected using an LSM 710 confocal microscope (Zeiss, Jena, Germany). Semiquantitative analysis of fluorescence signals was performed using ImageJ (NIH, Bethesda, MD, USA).

### Western blot

Oocytes were lysed in loading buffer (containing β-mercaptoethanol) and heated at 95°C for 10 min. SDS–polyacrylamide gel electrophoresis and Western blot were performed according to standard procedures (DOI: 10.1002/advs.202003636) (*57*).

### FISH assay

Oocytes were washed in 0.2% bovine serum albumin (BSA) and transferred to 4% PFA for 25 min at room temperature. Next, the oocytes were permeabilized at room temperature for 20 min with 2% Triton X-100 and 1× RNA ribonuclease (RNase) inhibitor and transferred to a wash buffer (preheated to 37°C) containing 1× RNA RNase inhibitor for 15 min. Following that, the oocytes were transferred a hybridization buffer into which a probe was added and allowed to incubate in a thermostat incubator, overnight at 37°C in the dark. This was followed by washing of the oocytes in warm wash buffer for at least 50 min at 37°C and a rinse in 2× saline-sodium citrate for 2 min at room temperature (*58*). Next, the oocytes were incubated with appropriate primary and second antibodies, similar to those used in the immunofluorescence.

### Protein expression and purification

All proteins were expressed in *E. coli* BL21 Rosetta (DE3) cells (catalog number: 70954, Sigma-Aldrich). For mCherry-PABPN1-WT/ΔRRM/R200A/ΔNter, bacteria were grown in lysogeny broth at 37°C and induced using 0.5 mM isopropyl-β-d-thiogalactopyranoside at 18°C for 16 hours until the optical density of a sample measured at a wavelength of 600 nm (optical density at 600 nm) = 0.6 to 0.8. The cells were resuspended in lysis buffer [150 mM NaCl, 50 mM tris-HCl (pH 7.5), 5 mM MgCl_2_, 4 mM dithiothreitol (DTT), 1 mM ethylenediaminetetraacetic acid, and protease inhibitor cocktail], and disrupted by means of sonication on ice, followed by centrifugation at 14,000 rpm for 1 hour at 4°C. mCherry-PABPN1-WT/ΔRRM/R200A/ΔNter were purified using a glutathione *S*-transferase column. Proteins were concentrated by means of centrifugal filtration in 150 mM NaCl, 50 mM tris-HCl (pH 7.5), 5 mM MgCl_2_, and 1 mM DTT. The proteins were flash-frozen and stored at −80°C. The concentrations of all proteins were estimated by measuring the absorbance at 280 nm using a spectrophotometer (NanoDrop).

### In vitro phase separation assays

In vitro PABPN1 phase separation was induced in a 20 mM tris-HCl buffer (pH 7.5) containing 130 mM KCl, 15 mM NaCl, and 1.5 mM MgCl_2_ (to stabilize the RNA secondary structure) along with 5 mM KH_2_PO_4_, BSA (1 mg/ml), and 10% polyethylene glycol, molecular weight 8000. Proteins were added as the last component to the sample, to induce uniform condensation. The protein concentration was 5.0 μM for PABPN1, unless mentioned otherwise. RNA diluted in RNase-free water was added at different concentrations, as indicated.

### Fluorescence recovery after photobleaching

FRAP was performed using an A1 microscope (Nikon) with a 60× oil objective. PABPN1 (in vivo) or PABPN1 condensates (in vitro) were bleached for 3 s using a fluorescence microscopy laser intensity of 70% at the wavelength 480 nm (for GFP) or 561 nm (for mCherry). Recovery was recorded immediately. The fluorescence intensity of the photobleached area was normalized to the intensity of the unbleached area.

### RNA sequencing library preparation

Oocytes were collected from the indicated genotypes (10 oocytes per sample). Each sample was directly lysed with 4.2 μl of lysis buffer [containing 0.2% Triton X-100, RNase inhibitor, deoxyribonucleotide triphosphate (dNTPs), oligo-dT primers, and 1:1000 ERCC spike-in] and immediately used for cDNA synthesis using the Smart-seq2 method, as described previously (*59*). Sequencing libraries were constructed from 500 pg of amplified cDNA using TruePrep DNA Library Prep Kit V2 for Illumina (catalog number: TD503, Vazyme, Nanjing, China) according to the manufacturer’s instructions. Barcoded libraries were pooled and sequenced on the HiSeq X Ten platform (Illumina, San Diego, CA, USA) with 150-bp paired-end reads.

### RNA sequencing analysis

RNA sequencing (RNA-seq) was performed using three biological replicates for all the samples. Raw reads were trimmed to 50 bp and mapped to the mouse genome (mm9) and ERCC spike-in sequences using Tophat v2.1.1. Guided by the reference annotation [the University of California Santa Cruz (UCSC) gene models], only uniquely mapped reads were assembled into transcripts using Cufflinks v2.2.1. The expression level of each transcript was quantified to the normalized FPKM and further normalized to the ERCC spike-in. Only transcripts with FPKM >1 in at least one sample were considered in all analyses. Functional annotation was performed using DAVID (https://david.ncifcrf.gov/tools.jsp). The Spearman correlation coefficient was calculated using the “cor” function. Other RNA-seq data used in this study are summarized in tables S3 to S5.

### RNA isolation and RT-qPCR

Collected oocytes (10 oocytes per sample) were directly lysed with 4.2 μl of lysis buffer (containing 0.2% Triton X-100, RNase inhibitor, dNTPs, and oligo-dT primers). cDNA was synthesized using the SuperScript II Reverse Transcription System (containing SuperScript II reverse transcriptase, SuperScript II first-strand buffer, RNase inhibitor, MgCl_2_, and betaine), as reported previously (*59*). RT-qPCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, Life Technologies) and an Applied Biosystems 7500 Real-Time PCR System. Relative mRNA levels were normalized to the level of endogenous *Gapdh* mRNA (internal control). The relative transcription levels of the samples were compared with those of the control, followed by subsequent determination of the fold change. The RT-qPCR was performed in triplicate. The primer sequences used are listed in table S6.

### Method for detecting alternative splicing events

Alternative splicing was analyzed by CASH (comprehensive alternative splicing hunting) v2.2.1 software using UCSC reference genome (*60*). Alternative splicing events with delta_PSI > 0.1 and false discovery rate < 0.05 were considered credible and used for further analysis.

### Prediction of 3′UTR alternative polyadenylation

Dynamics analysis of alternative polyadenylation (APA) from RNA-seq data by DaPars v.2.0 program, which is freely available at https://github.com/3UTR/DaPars2 (*61*, *62*). Transcripts with 0.2 < PUI_Group_diff < −0.2 and P_val < 0.05 were considered credible and used for further analysis. The transcripts showed shift in APA are listed in table S7.

### Statistical analysis

Only littermates were used for WT control and knockout mice. Samples/organisms/participants of the same genotype/age were randomly allocated into experimental groups. The investigators were blinded to group allocation during oocyte manipulation and RNA-seq data collection and analysis. Oocytes with signs of degeneration before or after culture were excluded from the analyses. Statistical data have been presented as means ± SEM. Most experiments included at least three independent samples and were repeated at least three times. A two-tailed unpaired Student’s *t* test was used to compare the different groups; *P* < 0.05, *P* < 0.01, and *P* < 0.001 were considered statistically significant results and represented using asterisks (*), (**), and (***), respectively. “n.s.” indicates nonsignificant.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: PABPN1 functions as a hub in the assembly of nuclear poly(A) domains that are essential for mouse oocyte development
**Source:** Sci Adv. 2022 Oct 28;8(43):eabn9016. doi: 10.1126/sciadv.abn9016
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Tables S1, S2, S4, and S6

Supplementary Materials for
**PABPN1 functions as a hub in the assembly of nuclear poly(A) domains that
are essential for mouse oocyte development**

Xing-Xing Dai *et al.*

Sci. Adv. **8**, eabn9016 (2022)
DOI: 10.1126/sciadv.abn9016

The PDF file includes:

Figs. S1 to S8
Tables S1, S2, S4, and S6
Legends for tables S3, S5, and S7

Other Supplementary Material for this manuscript includes the following:

Tables S3, S5, and S7

Supplementary Figures

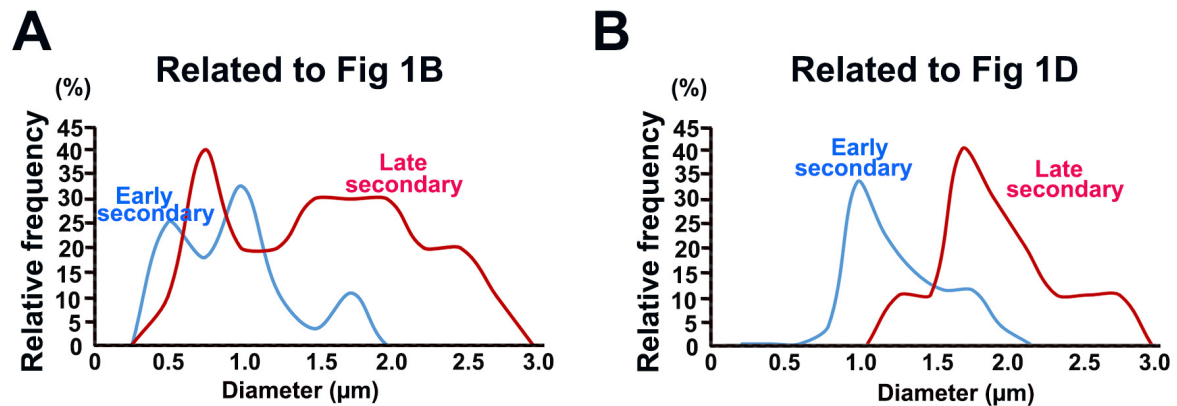

Fig. S1. The quantification of sizes of PA⁺ and PABPN1 foci in growing oocytes.

A-B: Statistical analysis of the size of PA⁺ (A) and PABPN1 (B) foci in Fig 1B and Fig1D.

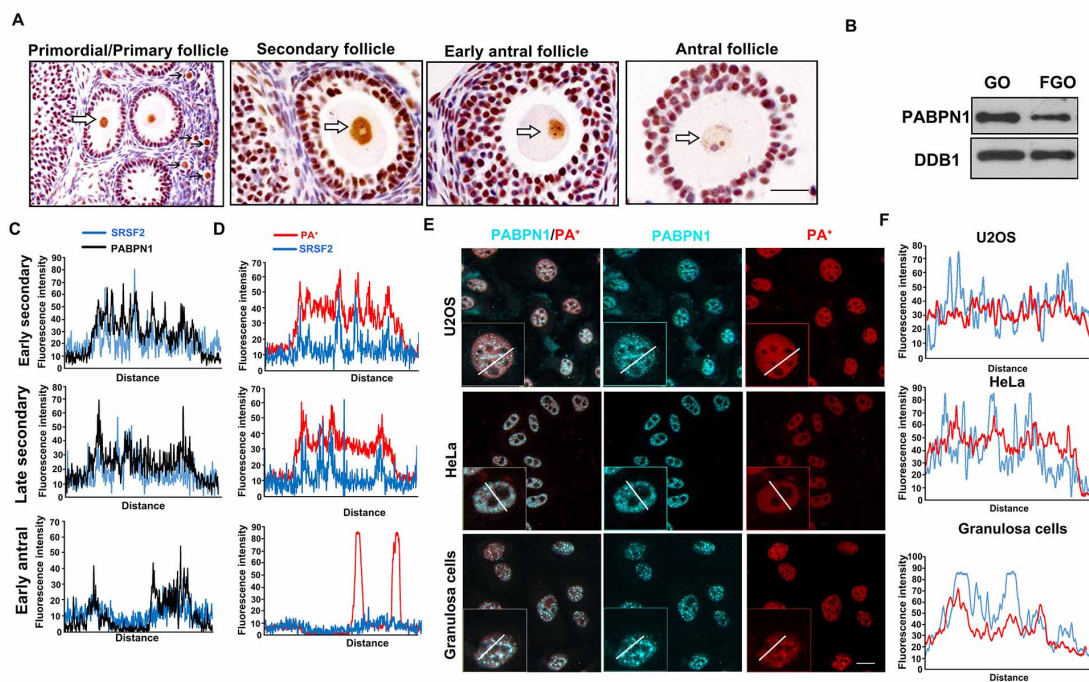

Fig. S2. The nuclear speckles marker SRSF2 co-localized with PABPN1 and PA⁺ in growing oocytes.

A: Immunohistochemistry results showing the expression and localization of PABPN1 in oocytes from different follicular stages. The arrow indicates the location of PABPN1 in the nuclei of oocytes. Scale bar: 20 μm. **B:** Expression of PABPN1 in growing and fully grown mouse oocytes, as revealed using western blot analysis. DDB1 was used as the loading

control. **C**: ImageJ was used to quantitatively analyze the distribution of SC35 and PABPN1, indicated using a white dotted line. **D**: Quantitative analysis of the distribution of SC35 and PA⁺ (indicated using a white dotted line) using ImageJ. **E**: FISH and immunofluorescence to detect the distribution of PA⁺ and PABPN1 in cultured cells (U2OS, HeLa and granulosa cells). Scale bar: 20 μ m. **F**: Quantitative analysis of the distribution of PABPN1 and PA⁺ in (E) using ImageJ software.

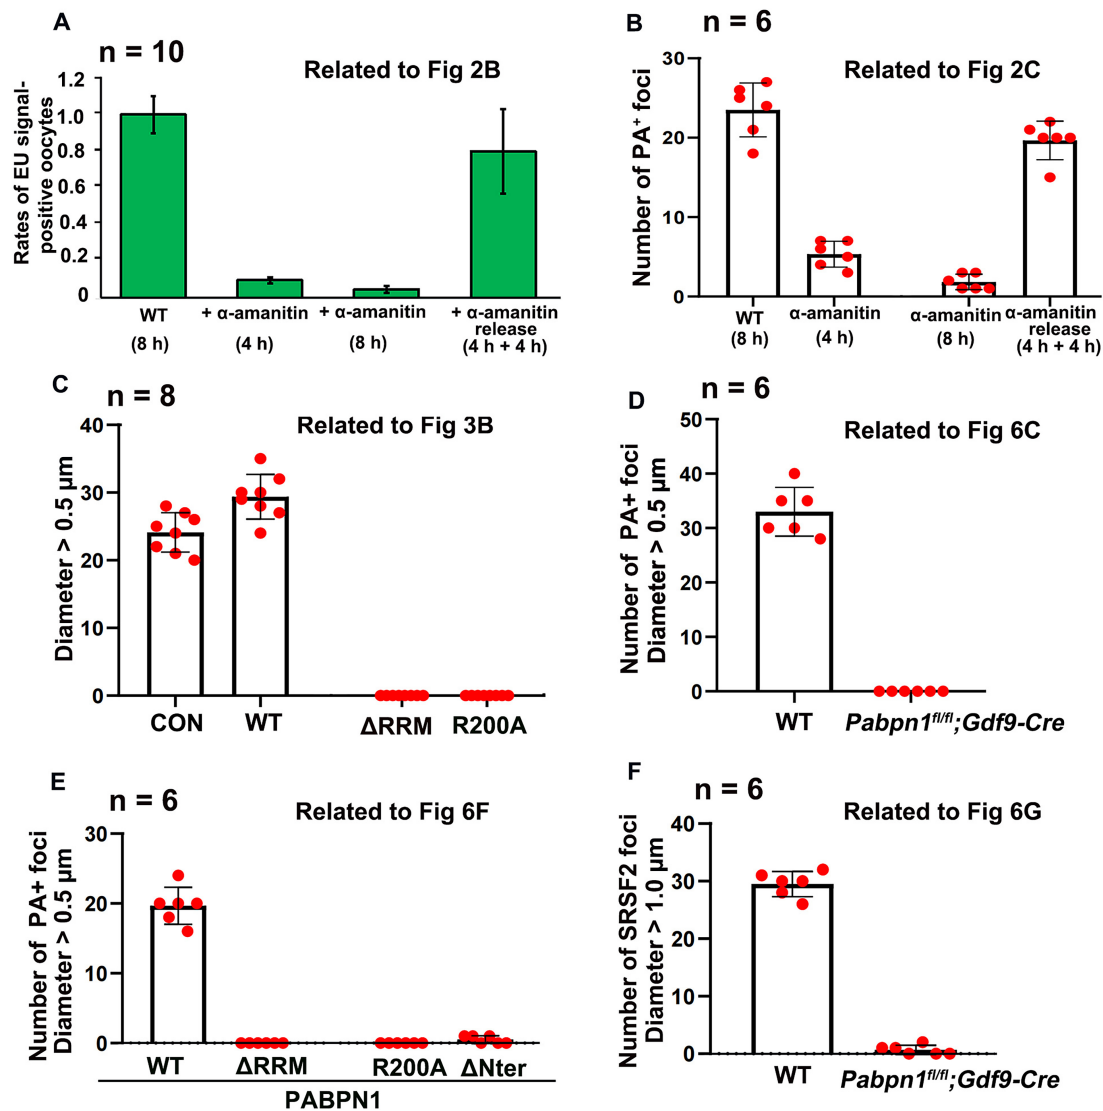

Fig. S3. The percentage of growing oocytes passed the criteria mentioned in Fig 2, Fig 3, and Fig 6.

A: The proportion of EU signal-positive growing oocytes before and after α -amanitin treatment in Fig 2B. **B**: The number of NPAD in oocytes with or without α -amanitin treatment

in Fig 2C. **C:** The number of NPADs with a diameter greater than 0.5 μm after overexpressing different forms of PABPN1 in Fig 3B. **D:** The number of PA^+ foci with a diameter greater than 0.5 μm in WT and *Pabpn1*-deletion oocytes in Fig 6C. **E:** The number of PA^+ foci with a diameter greater than 0.5 μm in *Pabpn1*-deleted oocytes after overexpressing different forms of PABPN1 in Fig 6F. **F:** The number of SRSF2 foci with a diameter greater than 1.0 μm in WT and *Pabpn1*-deleted oocytes in Fig 6G. Error bars represent the SEM.

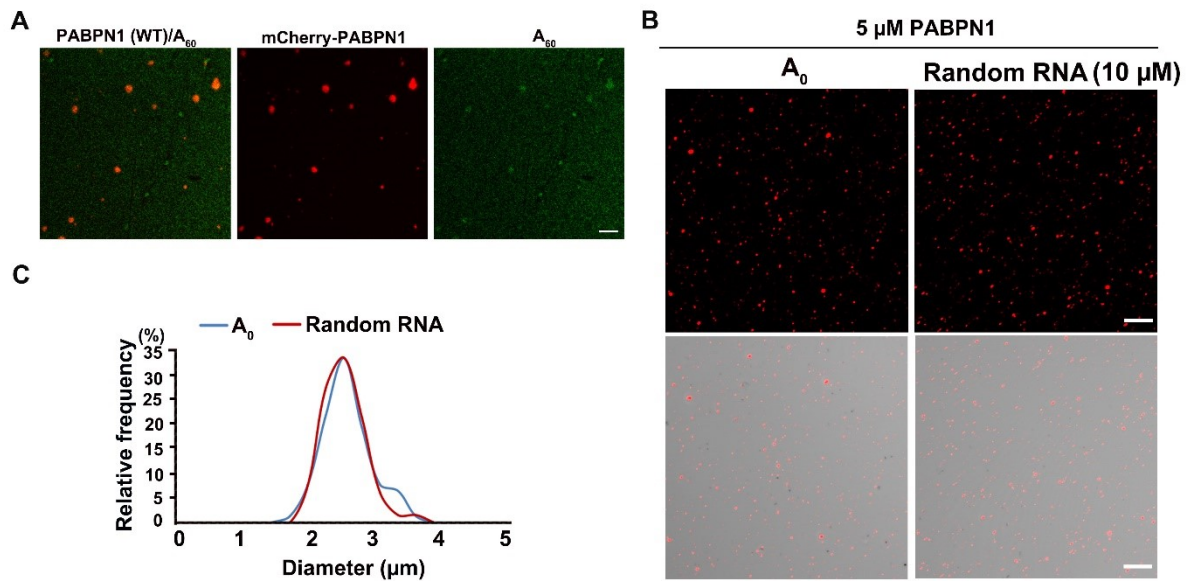

Fig. S4. The addition of random RNA did not promote further condensation of PABPN1.

A: Representative images of co-localization of PABPN1 (5 μM) with FITC-A₆₀, on the basis of its condensation properties. Scale bar: 10 μm . **B:** Quantitative statistics of the size of the PABPN1 condensates in (A). **C:** *In vitro* phase separation assay of PABPN1 with or without random RNA. Scale bar: 10 μm .

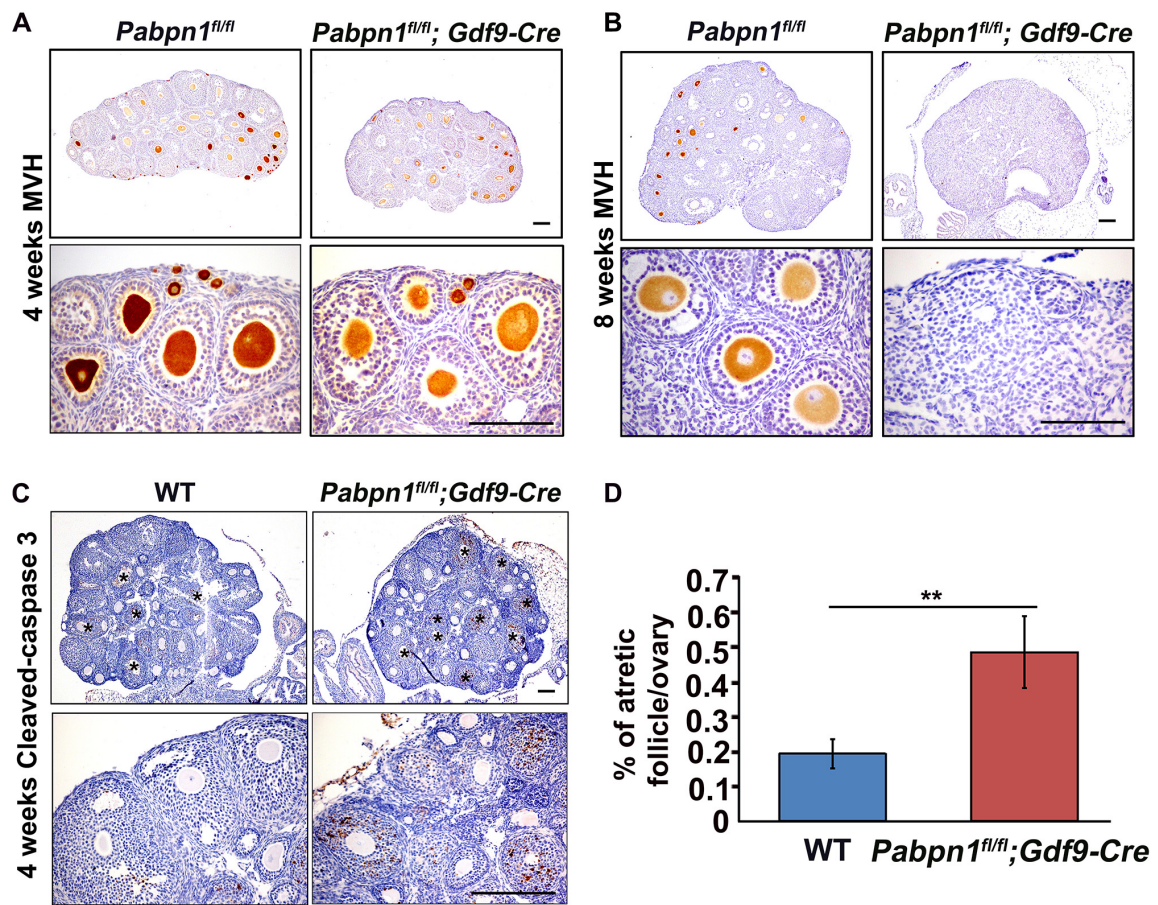

Fig. S5. Ovarian characteristics of WT and *Pabpn1^{fl/fl};Gdf9-Cre* mice.

A-B: Immunohistochemistry results showed the expression of MVH in the ovaries of WT and *Pabpn1^{fl/fl};Gdf9-Cre* mice at 4 and 8 weeks. Scale bar: 100 μ m. **C:** Immunohistochemistry results showed the level of cleaved caspase 3 in the ovaries of WT and *Pabpn1^{fl/fl};Gdf9-Cre* mice at 4 weeks of age. Asterisks indicate atretic follicles. Scale bar: 100 μ m. **D:** Quantification results for cleaved caspase 3-positive (atretic) follicles in ovaries of 4-week-old WT and *Pabpn1^{fl/fl};Gdf9-Cre* female mice. Error bars represent the SEM. Statistical analysis was performed using Student's *t*-test. **P < 0.01.

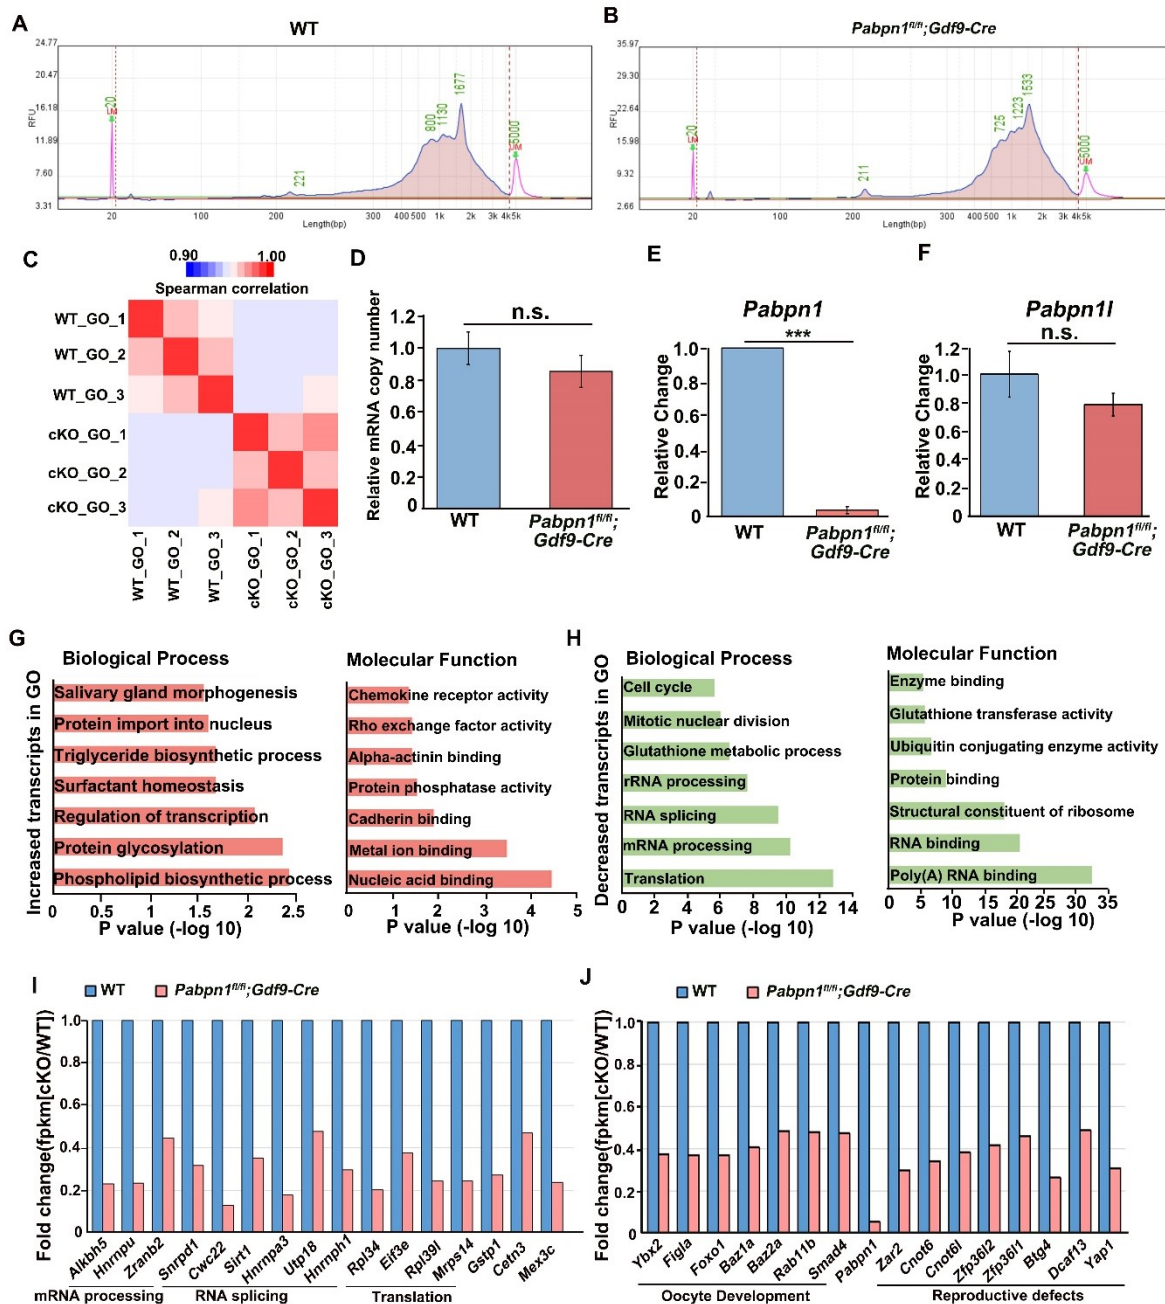

Fig. S6. Analysis of transcriptome of oocytes from *Pabpn1^{fl/fl};Gdf9-Cre* and WT mice.

A-B: Global cDNA length distribution map from WT and *Pabpn1^{fl/fl};Gdf9-Cre* mouse oocytes before RNA sequencing. **C:** Heatmap of Spearman's correlation coefficients of the total transcripts between WT and *Pabpn1*-null growing oocytes. **D:** Relative mRNA copy numbers in WT and *Pabpn1*-null growing oocytes. Error bars indicate the values of three biological replicates. **E-F:** qRT-PCR results showing the relative expression levels of *Pabpn1* and *Pabpn1l* in oocytes collected from WT and *Pabpn1^{fl/fl};Gdf9-Cre* mice. Error bars represent the SEM. *** $P < 0.001$ as assessed using two-tailed Student's *t*-test. **G:** GO analysis of

transcripts whose levels increased in *Pabpn1^{fl/fl};Gdf9-Cre* mice, as compared to those in WT mice. **H:** GO analysis of transcripts whose levels decreased in *Pabpn1^{fl/fl};Gdf9-Cre* mice, as compared to those in WT mice. **I-J:** RNA-seq results showing the relative expression levels of representative transcripts in WT and *Pabpn1^{fl/fl};Gdf9-Cre* mouse oocytes.

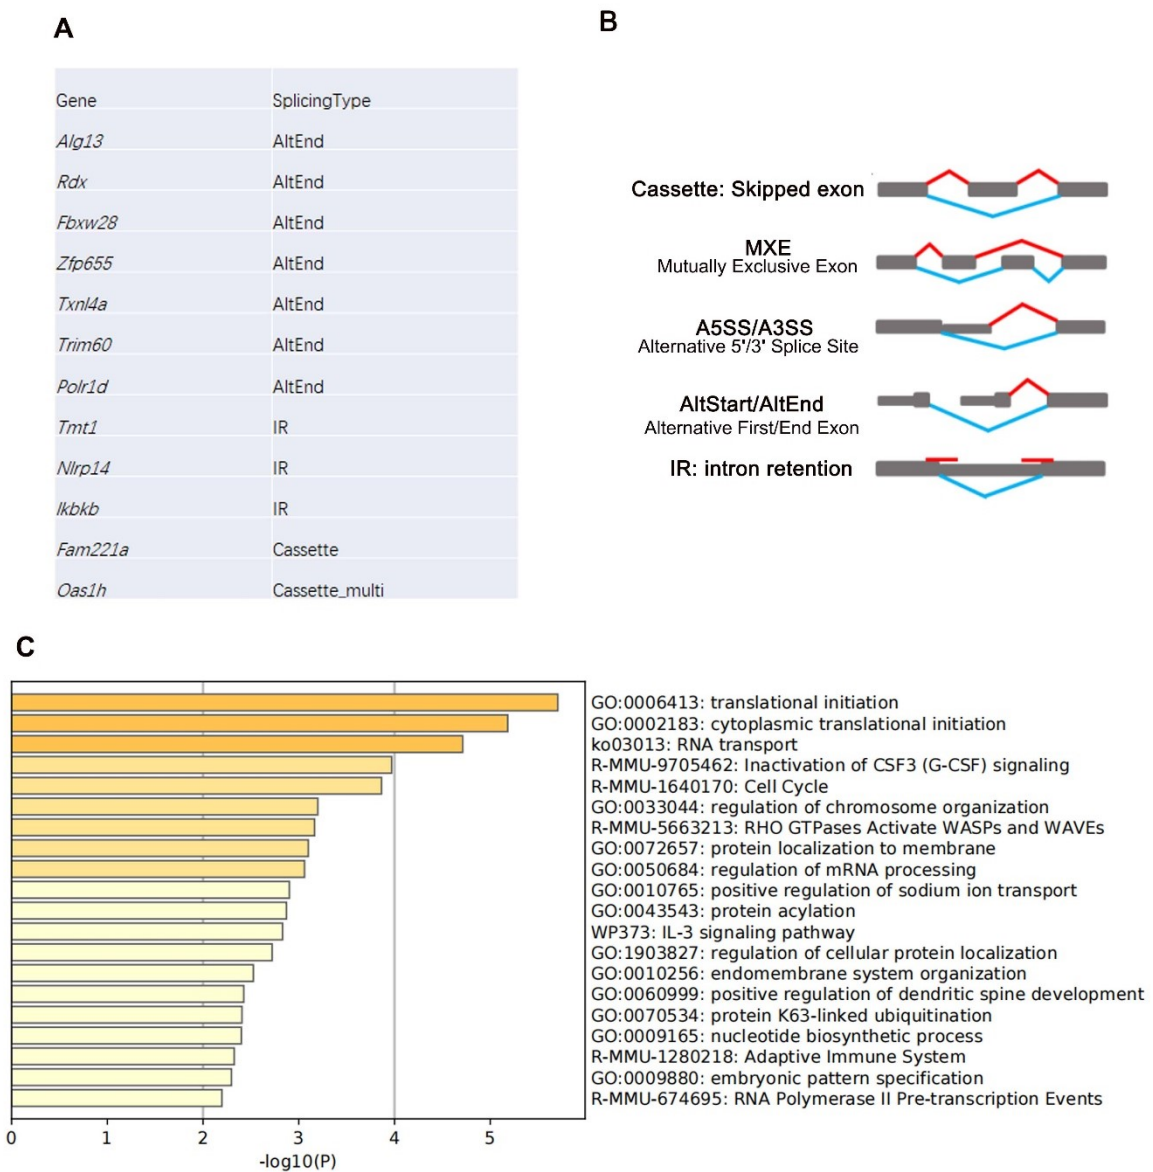

Fig. S7. *Pabpn1* deletion has little effect on the intron splicing of transcripts in oocytes.

A: Transcripts with abnormal intron splicing in *Pabpn1*-deletion oocytes, as compared to those in WT oocytes. **B:** Schematic diagram showing several types of intron-splicing abnormalities. **C:** GO analysis of transcripts with 3'-UTR shortening in *Pabpn1^{fl/fl};Gdf9-Cre* mice oocytes, as compared to those in WT oocytes.

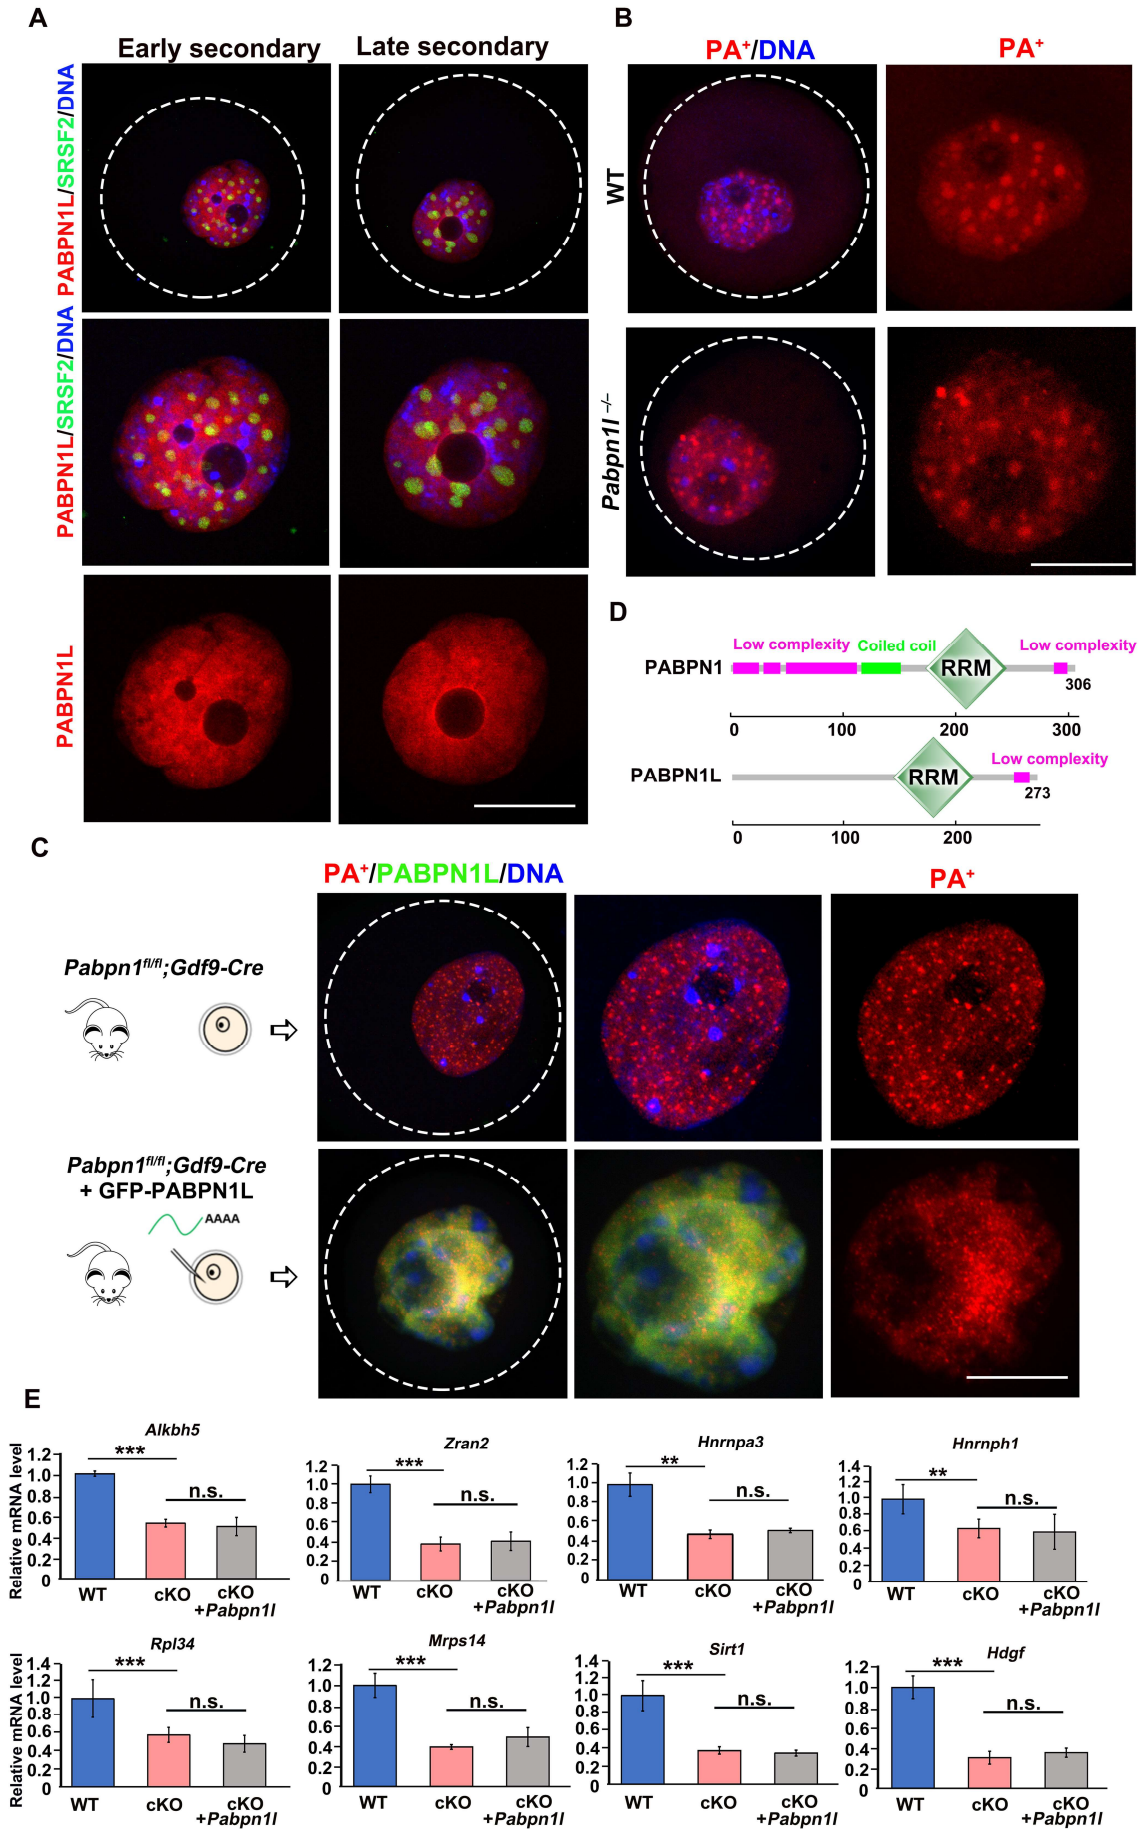

Fig. S8. PABPN1L could not rescue the defects in *Pabpn1* knockout oocytes.

A: Immunofluorescence results showed the distribution of PABPN1L and SRSF2 in wild-type growing oocytes. Scale bars, 20 μ m. **B:** Immunofluorescence and FISH results showed the distribution of PA⁺ in WT and *Pabpn1* knockout oocytes. Scale bars, 20 μ m. **C:** The FISH results showed the distribution of PA⁺ when the *Pabpn1* knockout oocytes were microinjected with mRNAs encoding PABPN1L. Scale bars, 20 μ m. **D:** The diagram shows the prediction of the domains in PABPN1 and PABPN1L, respectively. The protein domain prediction website is: <http://smart.embl-heidelberg.de/>. **E:** Quantitative RT-PCR results showing the relative levels of the indicated transcripts in WT and *Pabpn1*-deleted oocytes with or without PABPN1L overexpression. Error bars represent the SEM. Statistical analysis was performed using Student's *t*-test. **P < 0.01, ***P < 0.001. n.s.: non-significant.

Supplementary Tables

Table S1. Antibody information.

Protein name	Manufacture (catalogue number)	Applications (working dilution)	RRID
PABPN1	Bethy (A303-523A)	WB (1:500)<br>IF (1:200)<br>IHC (1:200)	AB_10953822
SRSF2	Sigma (SAB4200725)	IF (1:200)	NA
MVH	abcom (ab27591)	IHC (1:200)	AB_11139638
CPSF4	Proteintech (15023-1-AP)	IF (1:200)	AB_2084544
DDB1	Epitomics (3821-1)	WB (1:1000)	AB_10896720
PABPN1L	Made by company	IF (1:200)	NA
HA	Cell Signaling Technology (3724)	IF (1:400)	AB_1549585
Cleaved Caspase 3	Cell Signaling Technology (9669)	IHC (1:200)	AB_2069869

Table S2. Spearman correlation coefficients among WT and *Pabpn1*-null growing oocytes.

		

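Table S2 lists Spearman correlation coefficients for the pairs among 6 samples, across transcripts. Over the 12523 rows with FPKM above 1 in at least 1 sample, the coefficient was 0.955 to 0.974 between WT samples, 0.970 to 0.982 between Pabpn1-null samples and 0.886 to 0.916 between a WT and a Pabpn1-null sample, so each pair across genotypes was below each pair within a genotype. Over all 23235 rows the ranges were 0.960 to 0.968, 0.969 to 0.972 and 0.945 to 0.952. Over the 7878 rows with a mean of at least 5 FPKM, pairs across genotypes were at 0.807 to 0.865. Transcripts are not independent replicates, so no test was run on these coefficients.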

WT			<i>Pabpn1^{fl/fl};Gdf9-Cre</i> mice		
	Sample	1	2	3	1	2	3
WT	1	1.00	0.97	0.96	0.95	0.95	0.95
	2	0.97	1.00	0.96	0.95	0.94	0.95
	3	0.96	0.96	1.00	0.95	0.95	0.95
<i>Pabpn1^{fl/fl};Gdf9-Cre</i>	1	0.95	0.95	0.95	1.00	0.97	0.97
	2	0.95	0.94	0.95	0.97	1.00	0.97
	3	0.95	0.95	0.95	0.97	0.97	1.00

Table S3. FPKMs of transcripts decreased or increased for more than 2 folds in oocytes from WT and *Pabpn1^{fl/fl};Gdf9-Cre* mice. (In a separate xlsx file).

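Table S3 lists mean levels of transcripts that differ by more than 2-fold between WT and Pabpn1-null oocytes, with the ratio taken after 1 is added to each mean. Its copy used here lacks the last 1147 of 3146 rows and holds only transcripts with a lower level. The WT means of all held rows equal, within 1%, the mean of the deposited FPKM after multiplying the WT samples by 1.0, 1.4167 and 1.3077, and the Pabpn1-null means of the 1789 held rows where that mean is above 1 equal that after multiplying each Pabpn1-null sample by 0.8333. Without these factors 0.3% of the held WT means match. The paper states that FPKM was further normalized to the ERCC spike-in, and these factors were not compared with spike-in counts here. The ratio of the mean Pabpn1-null to the mean WT factor is 0.671. With the factors the median log2 change over the rows kept moved from 0.09 to -0.36, and the shift differs between transcripts because 1 is added and the WT factors differ. Pnpla3 had a ratio of 0.0188, Cwc22 of 0.137, Btg4 of 0.261 and Snrpd1 of 0.318 in Pabpn1-null oocytes with the factors, from means to which 1 was added.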

Table S4. 

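Table S4 gives sequencing depth and mapping for each library. The paper's mapping rates were 87.6%, 87.9% and 89.9% for the WT samples and 88.3%, 90.1% and 88.9% for the Pabpn1-null samples. The deposited FPKM values carry a trace of this depth, because the smallest steps of FPKM of a low transcript stand for 1 fragment. Relative to WT replicate 1, the depth read from these steps was 1.37 and 1.65 in WT replicates 2 and 3, and 1.45, 1.39 and 1.31 in Pabpn1-null replicates 1 to 3, from 1494 to 1805 rows per sample. The paper's read totals relative to WT replicate 1 are 1.37, 1.64, 1.48, 1.37 and 1.33. Depth from the steps divided by read totals was 0.979 to 1.013 for these samples. The number of rows above 1 FPKM was 10934 to 11121 in WT and 11352 to 11423 in Pabpn1-null samples. The 100 rows with the highest mean held 28.6% to 29.9% of total FPKM in WT samples and 26.2% to 27.0% in Pabpn1-null samples.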

Quality control of RNA-seq results (growing oocytes from WT and *Pabpn1^{fl/fl};Gdf9-Cre* mice).

Sample	Total reads	Mapping efficiency
WT-GO-Rep1	13,371,275	87.6%
WT-GO-Rep2	18,295,533	87.9%
WT-GO-Rep3	21,920,467	89.9%
<i>Pabpn1</i> -GO-Rep1	19,771,960	88.3%
<i>Pabpn1</i> -GO-Rep2	18,326,856	90.1%
<i>Pabpn1</i> -GO-Rep3	17,821,766	88.9%

Table S5. FPKMs of RNA-seq results (in a separate xlsx file).

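Table S5 lists the FPKM of each transcript in each sample. The copy used here lacks 21236 of its 23235 rows, and in the rows it holds 100% of the values equal the deposited ones within 0.1%. The lowest value is 1, which stands for a transcript with no fragments, since 1 is added to each FPKM. In the deposited table 6817 to 7292 rows of the WT samples and 6716 to 6823 rows of the Pabpn1-null samples are at this value. Transcripts of microRNAs and small nucleolar RNAs, whose genes are shorter than the sequenced fragments, take 729 rows of the table and 82 of the rows kept, and held 2.06% to 2.84% of total FPKM in WT and 3.38% to 3.51% in Pabpn1-null samples. Of the short RNA rows, Snord104 and Mir546 rose and Mir703 fell at an adjusted p under 0.05 from limma, with no overlap between the genotypes, and the FPKM of such rows is uncertain. The call of Snord104 was lost with robust estimation and without the filter (adjusted p = 0.0661 and 0.0915 from limma), and that of Mir546 without the filter (0.0533). At an adjusted p under 0.05 alone, 10 short RNA rows were higher and Mir703 and Mir1893, named after their values were seen, were lower. When adjusted over the list alone, only Snord104, Mir546 and Mir703 remained. Mir155, Mir5133 and Mir191 were listed at 0 in each WT sample and overlapped with a Pabpn1-null sample. Their calls and that of Mir1893 were each lost without 5 of the 6 samples taken 1 at a time (adjusted p from 0.0639 to 0.144 from limma) and with robust estimation (0.168 to 0.21), and that of Mir1893 also at the same total FPKM, with quantile normalization and without trend (0.0595, 0.0587 and 0.0537).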

Table S6. Primer sequences.

**Primer name**	**Genes targeted**	**Application**	**Sequences (5'-3')**
<i>Alkbh5</i> -CDS-qt-F	<i>Alkbh5</i>	Real-time PCR	5'- CGCGGTCATCAACGACTACC -3'
<i>Alkbh5</i> -CDS-qt-R	<i>Alkbh5</i>	Real-time PCR	5'- ATGGGCTTGAACTGGAAGTTG -3'
<i>Zran2</i> -CDS-qt-F	<i>Zran2</i>	Real-time PCR	5'- GAATTTCCGAGTCAGTGACGG -3'
<i>Zran2</i> -CDS-qt-R	<i>Zran2</i>	Real-time PCR	5'- CCCCAGCTTTCATCATCTTGG -3'
<i>Hnrnpa3</i> -CDS-q t-F	<i>Hnrnpa3</i>	Real-time PCR	5'- GAGGAGGGCCATGATCCAAAG -3'
<i>Hnrnpa3</i> -CDS-q t-R	<i>Hnrnpa3</i>	Real-time PCR	5'- GTCTGTAAGTGTGCCCCATTT -3'
<i>Hnrnpa1</i> -CDS-q t-F	<i>Hnrnpa1</i>	Real-time PCR	5'- AAATGGGGCTCAAGGTATTCG -3'
<i>Hnrnpa1</i> -CDS-q t-R	<i>Hnrnpa1</i>	Real-time PCR	5'- GGACCAGTATGCTTCAACACC -3'
<i>Rpl34</i> -CDS-qt-F	<i>Rpl34</i>	Real-time PCR	5'- TCCAGCGTTTGACATACCGC -3'
<i>Rpl34</i> -CDS-qt-R	<i>Rpl34</i>	Real-time PCR	5'- TAGGTGCTTTCCCAACCTTCT -3'
<i>Mrps14</i> -CDS-qt-F	<i>Mrps14</i>	Real-time PCR	5'- CTCCATCAGCGTCAGGTCAAG -3'
<i>Mrps14</i> -CDS-qt-R	<i>Mrps14</i>	Real-time PCR	5'- CGAAGCCTCTCATCTGCATATT -3'
<i>Sirt1</i> -CDS-qt-F	<i>Sirt1</i>	Real-time PCR	5'- GCTGACGACTTCGACGACG -3'
<i>Sirt1</i> -CDS-qt-R	<i>Sirt1</i>	Real-time PCR	5'- TCGGTCAACAGGAGGTTGTCT -3'
<i>Hdgf</i> -CDS-qt-F	<i>Hdgf</i>	Real-time PCR	5'- AGGGCAGCAGCGACGAAGAA -3'
<i>Hdgf</i> -CDS-qt-R	<i>Hdgf</i>	Real-time PCR	5'- TCTCACCTCCAAGGCAGCT -3'
<i>Mex3c</i> -CDS-qt-F	<i>Mex3c</i>	Real-time PCR	5'- TGTCAGTGGACGGAAAGAAGA -3'

<i>Mex3c</i> -CDS-qt-R	<i>Mex3c</i>	Real-time PCR	5'- TGCACGAATCATAGAAAAGTGCT -3'
<i>Alkbh5</i> -PAT-F	<i>Alkbh5</i>	PAT assay	5'- CTATGCCCCAGCAGCTCATTGC -3'
<i>Zranb2</i> -PAT-F	<i>Zranb2</i>	PAT assay	5'- TCGACTTTCTGAGTTGCCCAG -3'
<i>Sirt1</i> -PAT-F	<i>Sirt1</i>	PAT assay	5'- GTAATGTGAGGAGTCAGCACCG -3'
<i>Btg4</i> -PAT-F	<i>Btg4</i>	PAT assay	5'- GTAGGTTTTCAACTAAGGAAGAT -3'
<i>Rpl39l</i> -PAT-F	<i>Rpl39l</i>	PAT assay	5'- TCCACAATGGATTCAGATGA -3'
PAT-R	N.A.	Anchor primer<br>for PAT assay	5'- GCGAGCTCCGCGGCCGCGTTTTTTTTTTT<br>-3'
<i>Ccnb1</i> -CDS-qt-F	<i>Ccnb1</i>	Real-time PCR	5'- TCGAGCAGCACACTTTGGCC -3'
<i>Ccnb1</i> -CDS-qt-R	<i>Ccnb1</i>	Real-time PCR	5'- TCAGCGCTAAGCAGAAAGC -3'
<i>Ccnb1</i> -prox-qt-F	<i>Ccnb1</i>	Real-time PCR	5'- CTCCAATAGACTGCTACATC -3'
<i>Ccnb1</i> -prox-qt-R	<i>Ccnb1</i>	Real-time PCR	5'- GAAGAGCAAGTAAACACGGT -3'
<i>Ccnb1</i> -dist-qt-F	<i>Ccnb1</i>	Real-time PCR	5'- TGGCTTCATTCATAGTAGCTC -3'
<i>Ccnb1</i> -dist-qt-R	<i>Ccnb1</i>	Real-time PCR	5'- CAGCAAATGAGACAGGATTC -3'
<i>Yipf4</i> -CDS-qt-F	<i>Yipf4</i>	Real-time PCR	5'- GTCTCATGGATTATAACCAT -3'
<i>Yipf4</i> -CDS-qt-R	<i>Yipf4</i>	Real-time PCR	5'- GAATATCCTATAACTCCAAG -3'
<i>Yipf4</i> -prox-qt-F	<i>Yipf4</i>	Real-time PCR	5'- AGATAGAGAGGCAGGCTTAAAGTC -3'
<i>Yipf4</i> -prox-qt-R	<i>Yipf4</i>	Real-time PCR	5'- CAGAATTCAGAATTCTGACC -3'
<i>Yipf4</i> -dist-qt-F	<i>Yipf4</i>	Real-time PCR	5'- CTAATAGTTGCTGGTATAGA -3'
<i>Yipf4</i> -dist-qt-R	<i>Yipf4</i>	Real-time PCR	5'- ATCTCTTGCTCCTTTGGTCA -3'
<i>Snx16</i> -CDS-qt-F	<i>Snx16</i>	Real-time PCR	5'- ATTAAAAGAGATGTTTCCAGGC -3'
<i>Snx16</i> -CDS-qt-R	<i>Snx16</i>	Real-time PCR	5'- TGAAGAAATGCTTGTAGTCC -3'
<i>Snx16</i> -prox-qt-F	<i>Snx16</i>	Real-time PCR	5'- TTGTTATCAGGGCCCATATT -3'
<i>Snx16</i> -prox-qt-R	<i>Snx16</i>	Real-time PCR	5'- GACAAAGCAAGCACACATAT -3'
<i>Snx16</i> -dist-qt-F	<i>Snx16</i>	Real-time PCR	5'- AATGCCTTGTCTCTTCTTGA -3'
<i>Snx16</i> -dist-qt-R	<i>Snx16</i>	Real-time PCR	5'- CCAACTTGAACCTCAAGATG -3'
<i>Tmed2</i> -CDS-qt-	<i>Tmed2</i>	Real-time PCR	5'- GCCCACATGGATGGGACATACAAGT -3'

F			
<i>Tmed2</i> -CDS-qt-R	<i>Tmed2</i>	Real-time PCR	5'- TTGTCCTTTGGGAGCCTCCC -3'
<i>Tmed2</i> -prox-qt-F	<i>Tmed2</i>	Real-time PCR	5'- TCTGAACGTTTCATGACTTATGT -3'
<i>Tmed2</i> -prox-qt-R	<i>Tmed2</i>	Real-time PCR	5'- CAAGTAAGAATTATAGGCCA -3'
<i>Tmed2</i> -dist-qt-F	<i>Tmed2</i>	Real-time PCR	5'- AGGTTTTTCATGTTTCAGGACA -3'
<i>Tmed2</i> -dist-qt-R	<i>Tmed2</i>	Real-time PCR	5'- CTGAAGTGTTTTTCACACACA -3'

Table S7. Transcripts showed shift in APA in *Pabpn1*-deletion samples versus control samples. (In a separate xlsx file).

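Table S7 lists 139 predicted changes in the use of cleavage sites in 136 genes, from the read coverage of 3′UTRs. In the table, 113 genes have a positive and 23 a negative difference in the proximal PAS usage index (PUI), that is, 83.1% positive. The paper's median PUI over the rows is 0.117 in WT and 0.367 in Pabpn1-null oocytes. Ccnb1 has a predicted proximal site at position 101549338 on the minus strand of chromosome 13 of mm9, 644 bases upstream of the distal end of its 3′UTR, with PUI values of 0.24 and 0.27 in the WT samples listed and 0.48, 0.44 and 0.48 in the Pabpn1-null samples. The sequence from 50 bases upstream to 10 bases downstream of this site is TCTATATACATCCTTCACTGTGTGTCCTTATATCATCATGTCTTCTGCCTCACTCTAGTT. The predicted site of Tmed2 is at position 124999604 on the plus strand of chromosome 5, with PUI values of 0.0 and 0.24 in WT and 0.26, 0.27 and 0.33 in Pabpn1-null samples, and that of Yipf4 at position 74898532 on the plus strand of chromosome 17, with 0.37 and 0.39 in WT and 0.55, 0.6 and 0.59 in Pabpn1-null samples. Snx16, at position 10418942 on the minus strand of chromosome 3, has 0.36 and 0.45 in WT and 0.6, 0.64 and 0.42 in Pabpn1-null samples, with an adjusted p of 0.106 in the table.
A hexamer AATAAA or ATTAAA lay within that window in 24 of 139 rows (17.3%), against 83.5% at the distal ends and 9.8% on average at random positions of the same 3′UTRs, where 3 of 1000 draws reached as high a share (the highest 19.4%). Within 100 bases of the predicted site in either direction, a window chosen after the first was seen, it lay in 42.4% of rows, against 31.3% on average at random positions, where 2 of 1000 draws reached as high a share (the highest 43.9%). Table S7 lists 2 values for WT and 3 for Pabpn1-null samples. The WT mean it gives equals the mean of the 2 listed values within 0.01 in 34 rows, and the Pabpn1-null mean equals the mean of its values in 139 rows. A further WT value implied by the WT mean lies between 0 and 1 in all 139 rows, with a median of 0.010. In 126 rows the adjusted p of the table is under 0.05, and 6 rows pass the table's own filter column.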

How the deposited data were processed for this re-analysis (not part of the article)

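Growing oocytes of WT and Pabpn1-null (Pabpn1fl/fl;Gdf9-Cre) mice were sequenced, with 3 samples of each genotype and 10 oocytes per sample, after reverse transcription with oligo-dT primers. The paper calls the samples biological replicates and does not say whether each came from a separate mouse, so the p-values measure the spread between these samples. It states that control and knockout mice were littermates, but not which samples shared a litter. The labels of the samples gave the genotype and the replicate number, and all 6 samples were used. The low level of Pabpn1 in each Pabpn1-null sample checks the labels.

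The authors trimmed the reads, mapped them to mm9 and the ERCC spike-in sequences with TopHat2 2.1.1, and quantified uniquely mapped reads per gene as FPKM with Cufflinks 2.2.1 and UCSC gene models. The deposited table holds FPKM with 1 added, for 23235 gene symbols and the 6 samples, and 1 was subtracted here. The paper states that FPKM was further normalized to the ERCC spike-in; the deposited values differ from the means of Table S3 by a factor per sample and were used as they are. The paper's text and supplement do not state these factors, so they were estimated from the rows of Table S3 held (1.0, 1.4167 and 1.3077 for the WT samples, 0.8333 for each Pabpn1-null sample) and served only as a scaling chosen after the data were seen. The paper's total reads per sample were 13371275 to 21920467. The counts behind each FPKM are not known from the table, so no interval for counting error is given, and the spread between samples is given as the SD of 3 samples. The counting is not stated to use strand, so overlapping and antisense genes are uncertain, as are genes that share reads with pseudogenes.

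Rows with FPKM above 1 in at least 1 sample (12523) were kept. Each was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend on log2(FPKM + 1), genotype as the only term), with Benjamini-Hochberg adjustment over these rows and a threshold of 0.05. Transcripts changed by more than 2-fold were counted from the ratio of group means of FPKM + 1. Values per sample (total FPKM, bin medians, means of the 3′UTR lists) were compared by exact permutation, where the smallest p is 0.1. Of the kept symbols, 12006 (95.9%) had 1 gene in the GENCODE vM1 annotation of mm9, which gave coordinates, lengths and GC content, and 11638 had a coding transcript.

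Gene lists were tested against all other rows with camera at a preset correlation of 0.01, adjusted over 31 lists, beside camera with an estimated correlation and fry. The lists were cytosolic and mitochondrial ribosomal proteins, translation factors, splicing factors, hnRNP proteins, cleavage and polyadenylation, deadenylation and mRNA decay, nuclear exosome targeting, snoRNA host genes, replication-dependent histones, genes named Zfp, short RNA genes, olfactory receptor genes, oocyte transcription factors, zona pellucida, secreted and other oocyte factors, maternal-effect genes, the paper's list of oocyte development and reproduction, meiotic cell cycle, phospholipid biosynthesis, protein glycosylation, glutathione metabolism, ubiquitin-conjugating enzymes, rRNA processing, oxidative phosphorylation, proteasome, p53 and apoptosis response, housekeeping genes, and markers of granulosa, theca and stromal, endothelial, and blood and immune cells. They were written from general knowledge, apart from the paper's own list. The 3′UTR lists were the genes of Table S7 with a positive (shortened) or negative (lengthened) difference in PUI, adjusted over these lists.

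The lists, the tests, the filter and the rule for named genes were chosen before the data were examined. Genes named are those the paper names for this sequencing, the 10 largest rises and 10 largest falls on the log2 scale among rows with an adjusted p under 0.05, a mean of at least 5 FPKM and no overlap between the genotypes (short RNA genes left out), and up to 4 members with the largest change in each list; values in the paper's tables had been seen when the rule was written. Results for 2 of these genes are not reported here. Of 51 genes the paper names, 49 were found in the table.

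The alternatives set in advance were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, scaling to the same total FPKM, median-of-ratios scaling, quantile normalization, leaving out each sample in turn, the replicate number as a block, eBayes without trend or with robust estimation, leaving out short RNA rows, other counts of 2-fold changes and other ways to set the bins. Median changes of lists were also compared with those of 10000 lists matched on transcript length, GC content and level. The snoRNA host list, where too few members had a length, and the p53 list were matched on level alone. The other non-coding genes were matched on level and transcript length. The limma and matched-list steps were tested on simulated data. For limma, 200 of 12523 rows were changed. Of those changed by 2-fold, 81.5% were recovered with 7.9% false calls, and of those changed by 3-fold 100% with 3.4%. Of those changed by 1.5-fold 0% were recovered, and 100% of the 2 calls made were false. In the real data 6026 rows were called, which makes the adjustment less strict, so these rates do not carry over. Of 200 simulated lists shifted by 0.5, 99.0% lay above the 99th percentile of their matched lists, and 3.0% of unshifted lists lay beyond the 1st or 99th. The simulated lists were coding genes drawn at random, which need not vary together as members of a real list may. They were matched on length, GC content and level, so the rates do not carry over to the lists tested or to matching on level alone. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps. Microscopy, poly(A) tail lengths and RT-qPCR of the paper were not analysed here.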

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

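The tests on the snoRNA host, p53 and oxidative phosphorylation lists beyond camera were chosen only after the results were seen, and the matched comparison of the Zfp genes was planned. Each list below was fixed in advance and passed camera at an adjusted p under 0.05 over 31 lists; the glutathione list holds Gstp1 and the Zfp genes hold Zfp36l1, Zfp36l2 and Zfp655, which the paper names.

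The median log2 change of 14 measured snoRNA host genes was 1.25 (adjusted p = 0.0047 from limma's camera, from 6.86e-04 to 0.0156 without 1 sample, and 0.684 with an estimated correlation). The median of 10000 lists matched on mean level was 0.04, and the host list lay at percentile 100.0 of them, while its lowest median over the scalings was 0.83, which argues against transcript level or scaling as the cause. Of 340 other non-coding genes, 104 (30.6%) were higher and 63 (18.5%) were lower, near the 27.7% and 20.5% of protein-coding genes. Their median of 0.17, beside 0.09 for protein-coding genes, lay at percentile 99.56 of matched lists of coding genes. A wider and smaller rise of non-coding transcripts may thus be part of the pattern, though the counts barely show it. The non-coding median turned to -0.22 with the factors of Table S3, beside -0.37 for coding genes. Matching on length was void for the host list because too few members had a length. Reads shared with the small RNAs inside the host genes, and a slower decay of these transcripts without PABPN1, were not tested and stay open.

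The median log2 change of 281 genes named Zfp was 0.45, at percentile 100.0 of lists matched on length, GC content and level, with a matched median of 0.17.

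The median of 30 genes of the p53 and apoptosis response was 0.65, at percentile 100.0 of lists matched on level (adjusted p = 0.0142 from limma's camera, lost with a mean of at least 5 FPKM at 0.33). Length and GC content were not matched for this list. With the factors of Table S3 its median was 0.29, with 7 higher and 5 lower.

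The median of 77 genes of oxidative phosphorylation was -0.45 (adjusted p = 4.95e-09 from limma's camera), at percentile 55.34 of lists matched on length, GC content and level, whose median was -0.46.

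The median of 39 proteasome genes was -0.37 (adjusted p = 1.07e-04 from limma's camera), at percentile 60.85 of lists matched in the same way.

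The medians of 33 ubiquitin-conjugating enzymes and 32 genes of glutathione metabolism were -0.35 and -0.40 (adjusted p = 0.00178 and 0.00528 from limma's camera). No lists matched on length, GC content and level were drawn for them, so whether these measures account for the lower levels was not tested.

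Each of these lists had adjusted p = 0.684 with an estimated correlation. With camera 11 lists were called (among them the paper's own, which was chosen on these samples), and the highest number among the other splits of the 6 samples was 10; the splits are too few for a share under 0.05.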

How the results depend on the processing

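The factors of Table S3, rows kept and binned by 1 WT sample and leaving out transcripts with no spread were chosen after the results were seen, and all other settings were planned; where a value moved, the cause was not tested. Against 3491 higher and 2535 lower calls by limma, 1392 and 778 also changed by more than 2-fold, and 1176 and 4445 were called with the factors; all other settings stayed within 1.5 times (2528 to 3402 and 1737 to 2750 without 1 sample). No call turned, and 3711 (factors) to 6004 (without short RNA rows) of 6026 calls were shared. Against 1411 higher and 855 lower 2-fold changes, the counts were 480 and 2666 with the factors and 541 and 240 when all 9 pairs had to pass, and the lower counts 1303 with a pseudocount of 0.1 and 566 at the same total FPKM (1340 to 1549 and 780 to 950 without 1 sample). With an estimated correlation 0 lists were called higher and 0 lower by camera (0 also at an unadjusted p under 0.05; 19 had an unadjusted p under 0.05 by fry). Mean Spearman coefficients moved to 0.9489 within WT, 0.9655 within Pabpn1-null and 0.8371 across genotypes over rows with a mean of at least 5 FPKM, and to 0.9474 across genotypes over all rows. The total FPKM ratio stayed below 1 (0.587 with the factors, 0.849 to 0.887 without 1 sample), in a test that cannot pass 0.05. Bins 1 and 10 kept their direction, but bin 10 moved from 0.50 to 0.09 when binned by the mean of 6 samples, to 0.11 to 0.16 with rows kept and binned by 1 WT sample, to 0.27 with the factors and to 1.09 with a pseudocount of 0.1. Bin 2 turned to 0.079 at the same total FPKM and 0.011 when binned by the mean of 6 samples, bins 3 and 4 to -0.066 and -0.0065 with median-of-ratios scaling, and bin 3 to -0.0071 with rows kept and binned by WT replicate 2. With the factors bins 3 to 9 turned to -0.50, -0.42, -0.33, -0.36, -0.31, -0.25 and -0.20. The shortened 3′UTR list moved to 0.26 (adjusted p = 0.00291 from camera) with quantile normalization and turned to -0.38 with the factors; the lengthened list turned to 0.12 at the same total FPKM. Pabpn1l passed with median-of-ratios scaling (-0.46, adjusted p = 0.0412 from limma), the factors (-0.90) and without WT replicate 2 (-0.48; -0.48 to -0.26 without 1 sample) and turned to 0.041 with quantile normalization.

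Lists not called by camera turned direction at these adjusted p-values: without the filter 0.875 (exosome), 0.455 (olfactory) and 0.673 (blood); with a mean of at least 5 FPKM 0.903 (exosome); at the same total FPKM 0.768 (olfactory); with median-of-ratios scaling 0.92 (exosome and housekeeping) and 0.687 (short RNA); with quantile normalization 0.903 (translation factors), 0.914 (exosome), 0.535 (short RNA), 0.999 (olfactory) and 0.347 (zona pellucida); with the factors 0.93 (exosome), 0.00162 (short RNA, called), 0.982 (maternal-effect and rRNA processing), 0.443 (housekeeping), 0.871 (granulosa) and 0.968 (theca); without trend 0.99 (exosome and housekeeping). Without 1 sample the adjusted p ran from 0.945 to 0.997 for the exosome list, 0.767 to 0.986 for short RNA, 0.767 to 0.997 for olfactory, 0.799 to 0.997 for housekeeping and 0.556 to 0.997 for granulosa genes. Over 187 named genes and 17 settings, 2901 results kept direction and side of the threshold, 226 lost a call, 19 gained a call and 12 turned; 42 calls were lost without the filter. In that setting 4644 transcripts, and without 1 sample 4 to 14 of them, had values that did not vary within either genotype, which distorts limma's estimate of the spread. With these left out, 3376 were higher and 2284 lower without the filter, and 18 of its 42 lost calls stayed lost; without 1 sample 2634 to 3447 were higher and 1846 to 2765 lower, and 105 of 116 lost calls stayed lost. Calls kept were those of Smad4, Cnot6 and Ccnb1 without Pabpn1-null replicate 2 (adjusted p = 0.0435, 0.0452 and 0.0491 from limma), of Atp5d, Cnot6l, Ppp1cb and Gsto2 without Pabpn1-null replicate 3 (0.0483, 0.047, 0.0499 and 0.0443), of Gsto2 without Pabpn1-null replicate 1 (0.0375) and of Mir155, Mir191 and Mir5133 without WT replicate 3 (0.0483, 0.0476 and 0.0483). Turned with the factors were Atp5d (-0.057), Ccnb1 (-0.06), Ikbkb (-0.0090), Mrps26 (-0.094), Tmed2 (-0.11) and Yipf4 (-0.46), with quantile normalization Polr1d (0.11) and Rdx (0.23), at the same total FPKM Rdx (0.047) and with median-of-ratios scaling Yipf4 (-0.021); without 1 sample Rdx ran from -0.36 to 0.065 (turned without WT replicate 3) and Yipf4 from -0.06 to 0.25 (without WT replicate 1).

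The replicate number was taken as a block as an alternative only. Deviations of same-numbered samples had correlations of -0.014, -0.023 and 0.013, and the highest, 0.038, joined WT replicate 2 and Pabpn1-null replicate 1, so the numbers are not taken to pair the samples. With the block 3478 transcripts were higher and 2528 lower, and 5746 of 6026 calls were shared; the exosome list, not called, turned direction (adjusted p = 0.99). Scaling by ERCC rows was not run because the table has 0 such rows, and robust estimation was not run for lists. Simulated changes of 1.5-fold were not recovered where 200 of 12523 rows changed. That does not give the power here, where 6026 calls make the adjustment less strict.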

Differences from the paper's values

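The paper counts 480 transcripts increased and 2666 decreased by more than 2-fold; from the deposited FPKM, 1411 were higher and 855 lower at the same threshold and filter. Of the alternatives set before the data were examined, none gave an increased count within 1.5 times the paper's except the requirement that all 9 pairs pass (541), and none gave such a decreased count. With the factors of Table S3, chosen after seeing the values, the counts were 480 and 2666. Of the rows of Table S3 held, all of them decreased in the paper, 0 were dropped with the factors, and 854 were lower by more than 2-fold as deposited. The factors were fitted to these held rows, so the 0 was fixed by the fit. The increased count rests on rows outside the fit.

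The paper's Table S2 gives Spearman coefficients between samples. The paper's value is 0.95 where the filtered rows gave 0.9004, 0.8983 and 0.9115 for WT replicate 1 and Pabpn1-null replicates 1 to 3, 0.8929 and 0.9045 for WT replicate 2 and Pabpn1-null replicates 1 and 3, and 0.9017, 0.8956 and 0.9164 for WT replicate 3 and Pabpn1-null replicates 1 to 3. It is 0.94 where they gave 0.8858 (WT replicate 2 and Pabpn1-null replicate 2), and 0.97 where they gave 0.982 (Pabpn1-null replicates 1 and 3). Over all rows, an alternative set before the data were examined, 0 of 15 pairs differed, and over rows with a mean of at least 5 FPKM 13 of 15 differed.

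For 30 genes the paper's relative level in Pabpn1-null oocytes, WT taken as 1, could be compared. As deposited, 2 of these lay beyond a set limit and counted as differing. Zar1l is at 0.297 in the paper's Table S3 and at 0.447 here. Utp18 is at about 0.48 in fig. S6I, read by eye, and at 0.724 here. Genes not counted could lie nearly as far apart. Btg4 was at 0.389 as deposited and 0.261 with the factors of Table S3, and Alkbh5 at 0.351 and 0.235. The count ran from 0 with median-of-ratios scaling to 22 at the same total FPKM, so it does not set these 2 genes apart. For Zar1l median-of-ratios scaling and leaving out WT replicate 1 or Pabpn1-null replicate 1 or 3 no longer differed, and a pseudocount of 0.1, the same total FPKM, quantile normalization and leaving out WT replicate 2 or 3 or Pabpn1-null replicate 2 did. For Utp18 median-of-ratios scaling and leaving out WT replicate 1 or Pabpn1-null replicate 2 no longer differed, and the other alternatives set in advance did. With the factors of Table S3, chosen after seeing the values, they were at 0.297 and 0.48 and 0 of 30 genes differed. The paper's level is under 0.5 for all 30 genes, and that of the deposited FPKM for 20 of them.

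The median log2 level of transcripts with shortened 3′UTR lies about 0.4 below that of WT in Fig. 9J, read by eye (a difference of about -0.4), and the difference of the medians here was 0.17; for lengthened 3′UTR the difference is about -0.2 in Fig. 9J, read by eye, and -0.12 here, which did not differ. For the shortened list no alternative set before the data were examined came within the paper's value. For the lengthened list the same total FPKM (0.077), quantile normalization (-0.088) and leaving out WT replicate 3 (-0.039) differed. A value counted as differing when its sign was opposite or it lay beyond a set tolerance for reading by eye. The values -0.12 and -0.088 are close and fall on either side of that tolerance. With the factors of Table S3, chosen after seeing the values, the shortened list was at -0.39 and did not differ, and the lengthened list was at -0.67 and differed.

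The paper lists Baz2a, Zfp36l2 and Rab11b among its transcripts decreased by more than 2-fold. By the ratio of group means with 1 added, they were at 0.681, 0.574 and 0.658 of WT as deposited. With the factors of Table S3, chosen after seeing the values, the ratios were 0.483, 0.416 and 0.476. By limma, a measure unlike the paper's, they were not called as deposited at an adjusted p under 0.05 (0.0506, 0.0919 and 0.0822). With median-of-ratios scaling limma called all of these (adjusted p = 0.0207, 0.0488 and 0.0404), as with quantile normalization (0.00968, 0.0342 and 0.0355) and the factors of Table S3, chosen after seeing the values (0.00981, 0.0132 and 0.00457). Baz2a also passed with a pseudocount of 0.1 (0.0447), without trend (0.0384), with robust estimation (0.0482), without short RNA rows (0.0477) and without WT replicate 3 (0.0211), Zfp36l2 without WT replicate 3 (0.00129), and Rab11b without Pabpn1-null replicate 2 (0.045).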

Other observations

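In this part the tests of the factors of Table S3, of the filter on rows in the bins, of the highest and lowest bin taken apart, of the matched oxidative phosphorylation list and of transcript length were chosen only after the results were seen. Genes of oxidative phosphorylation, the proteasome, ubiquitin conjugation and glutathione metabolism were more often lower than higher in Pabpn1-null oocytes, by limma at an adjusted p under 0.05. Of 77 genes of oxidative phosphorylation 49 were lower (51 when adjusted over the list alone), with Cox7b, a subunit of complex IV, at 370 ± 15.9 FPKM (SD, n = 3) in WT and 173 ± 31.1 FPKM (SD, n = 3) in Pabpn1-null oocytes and Ndufa9, of complex I, at a log2 change of -1.05. Ndufs1, Uqcrc1, Cyc1 and Atp5d, named after their values were seen, were higher (log2 changes 1.20, 1.06, 0.76 and 0.49); Cyc1 did not pass with the factors of Table S3, and Atp5d turned to -0.06 with them and was lost without WT replicate 2 or Pabpn1-null replicates 1, 2 or 3 (adjusted p = 0.088, 0.129, 0.124 and 0.0501 from limma), with median-of-ratios scaling (0.114) and without trend (0.06). Of 39 proteasome genes 18 were lower (19 over the list alone), among them Psma1 (386 ± 18.6 to 165 ± 9.82 FPKM), Psme2 and Psmd10 (log2 changes -0.85 and -0.82), and Psmd1 and Psmd2, named after their values were seen, were higher (0.66 and 0.90) but did not pass with the factors. Of 33 ubiquitin-conjugating enzymes 16 were lower (18 over the list alone), with Ube2h at 40.9%, Ube2e1 at 46.7% and Ube2q2 at 36.8% of WT, and Ube2d1, Ube2g2 and Ube2j1, named after their values were seen, were higher (0.77, 0.70 and 0.60), not with the factors, and without WT replicate 1 for Ube2g2 (adjusted p = 0.0577) or Pabpn1-null replicate 1 for Ube2j1 (0.0889) not called. Of 32 genes of glutathione metabolism 13 were lower, also over the list alone, with Ggct at 21.7% and Gclc, the rate-limiting enzyme of glutathione synthesis, at 17.7% of WT, and Idh1, Pgd and Gpx3, named after their values were seen, were higher (0.93, 0.63 and 0.59), not with the factors. Pgd was not called without Pabpn1-null replicate 2 (adjusted p = 0.0516), and Gpx3 not without WT replicate 2 or Pabpn1-null replicates 1, 2 or 3 (0.0694, 0.0623, 0.119 and 0.0593 from limma) or with median-of-ratios scaling (0.0781).

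Of 14 snoRNA host genes 9 were higher, among them Snhg10 (5.41-fold), and Gas5, named after its values were seen, was lower (log2 change -0.62; not called without WT replicate 1 or Pabpn1-null replicates 1 or 2, adjusted p = 0.0763, 0.128 and 0.0705 from limma, or at the same total FPKM, 0.0828). Of 30 genes of the p53 and apoptosis response 17 were higher (18 over the list alone) and 0 lower by limma, and 18 and 0 at an unadjusted p under 0.05; with the factors 7 were higher and 5 lower. Mdm2, which limits p53, was at 30.6 ± 6.40 FPKM in WT and 74.3 ± 7.68 FPKM in Pabpn1-null oocytes, and Trib3 and Sesn1 rose by 1.28 and 1.24 on the log2 scale. Of 79 genes of rRNA processing 28 were higher and 12 lower (28 and 13 over the list alone; adjusted p = 0.526 from camera), and the median of 0.19 turned to -0.35 with the factors (5 higher and 26 lower); Nop2, Ddx47 and Wdr36 were 4.65-fold, 3.53-fold (6.29-fold without WT replicate 3) and 3.42-fold higher and Riok2 was at 33.2% of WT. Of 18 genes of nuclear exosome targeting 7 were higher and 7 lower, also over the list alone (adjusted p = 0.983 from camera; median 0.25, and -0.24 with the factors), with Zc3h3, Zcchc7 and Zcchc8 4.22-fold, 3.02-fold and 2.23-fold higher. Of 25 replication-dependent histone genes, whose transcripts mostly lack a poly(A) tail, 6 were higher and Hist1h2bc, Hist2h3c1 and Hist3h2a, named after their values were seen, lower, also over the list alone (adjusted p = 0.491 from camera; median 0.52, and 0.03 with the factors). Hist3h2ba, Hist4h4 and Hist1h4h were 3.70-fold, 3.49-fold and 3.36-fold higher, Hist1h2bc went from 335 ± 105 to 121 ± 2.81 FPKM, and Hist3h2a (log2 change -0.64) was not called without WT replicates 1 or 3 or any 1 Pabpn1-null sample (adjusted p = 0.0714 to 0.121 from limma) or at the same total FPKM (0.107). Of 43 olfactory receptor genes 14 were higher and 11 lower (15 and 11 over the list alone; adjusted p = 0.983 from camera; median 0.26, and -0.05 with the factors), with log2 changes of 2.29 for Olfr915 and -2.27 for Olfr878. The 82 short RNA rows were not called (adjusted p = 0.983 from camera).

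Markers of other cells of the ovary were mostly low. Of 14 measured granulosa cell markers Inha and Gja1 were higher and Cyp19a1, Serpine2 and Greb1 lower, all named after their values were seen (log2 changes 1.07, 0.66, -1.41, -0.78 and -0.75; only the lower ones passed over the list alone; adjusted p = 0.811 from camera). Serpine2 was the most abundant of these at 241 ± 38.5 FPKM in WT oocytes. The calls of Inha and Gja1 were lost with the factors, that of Inha without WT replicates 2 or 3 or Pabpn1-null replicates 1 or 2 (adjusted p = 0.156, 0.0754, 0.128 and 0.174 from limma), and that of Gja1 without any 1 sample other than Pabpn1-null replicate 3 (0.0589 to 0.152); both were lost with median-of-ratios scaling (0.0512 and 0.0611) and quantile normalization (0.0859 and 0.105), and that of Inha with robust estimation (0.0524). Of 3 theca and stromal markers Star was higher and Nr2f2 lower (0.75 and -0.55; adjusted p = 0.795 from camera), the call of Nr2f2 being lost without WT replicates 1 or 2 or Pabpn1-null replicates 1 or 3 (0.107, 0.118, 0.0822 and 0.12 from limma) or at the same total FPKM (0.0665); over the list alone 2 were lower. Of 4 endothelial markers Tie1 and Cldn5 were higher (0.93 and 0.82; adjusted p = 0.341 from camera), and of 4 blood and immune markers Laptm5 was higher (1.30; adjusted p = 0.794 from camera), also over each list alone; these genes were named after their values were seen and all but Laptm5 were below 2 FPKM in each genotype mean.

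Levels of the genes that fig. S7A lists for intron splicing are given without a measure of splicing. Fbxw28, Oas1h and Alg13 had log2 changes of -1.42, -0.68 and -0.58. Txnl4a, Trim60, Zfp655 and Ikbkb had log2 changes of 0.94, 0.82, 0.77 and 0.53, none of which passed with the factors (Ikbkb turned to -0.0090), and Ikbkb was not called without WT replicates 2 or 3 or any 1 Pabpn1-null sample (adjusted p = 0.0529 to 0.103 from limma), with median-of-ratios scaling (0.0664) or with quantile normalization (0.0863). The call of Oas1h was lost with quantile normalization (-0.24, adjusted p = 0.0763 from limma). Rdx and Polr1d did not pass as deposited (adjusted p = 0.521 and 0.129) and were called lower with the factors (-0.71 and -0.86, adjusted p = 0.0391 and 0.00462), and Tmt1 and Fam221a were not found as symbols. Pabpn1l, the homolog of Pabpn1, was at 462 ± 74.1 FPKM in WT and 362 ± 36.9 FPKM in Pabpn1-null oocytes (log2 change -0.34, adjusted p = 0.0845 from limma, and -0.48, adjusted p = 0.0169, without WT replicate 2).

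More transcripts are lower than higher by over 2-fold in the paper's Table S3, and the reverse holds for the deposited FPKM. Multiplying the deposited FPKM by the factors that lead to the means of Table S3 gave 2666 lower transcripts. That the deposited values already hold these factors is argued against by the depth read from the value of 1 fragment over the paper's total reads, which was 0.989 for Pabpn1-null over WT samples, where the factors give 0.671. Whether the factors reflect the RNA per oocyte or the added spike-in was not tested.

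Transcripts of high WT level were lower and those of low WT level higher in Pabpn1-null oocytes, with a difference of 0.95 between the medians of the lowest and the highest bin (0.43 with bins set by the mean of all 6 samples). A drift of noisy WT values back to the mean as the whole cause is argued against by bins set from 1 WT sample with changes against the other WT samples, where the lowest of the differences was 0.80. Keeping and binning rows by 1 WT sample left a difference of at least 0.55, which came from the highest bin (-0.41 or lower), while the lowest bin fell from 0.50 to 0.16 or less, no higher than several of the bins above it, so the filter may account for most of the rise of the lowest bin and not for the fall of the highest. Removing the trend over transcript length and GC content left 0.60 of 0.89 among coding genes (SD 0.0447 over Pabpn1-null samples after removal), but this rests on the lowest bin, which stayed at 0.41, while the highest bin went from -0.44 to -0.19, so length and GC content may account for much of the fall of the highest bin. A compressed range of amplified RNA in the Pabpn1-null samples and a biological effect of the genotype were not told apart by any test run here.

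Ribosomal protein and oxidative phosphorylation genes are short, and short transcripts were lower as a class. The median of cytosolic ribosomal proteins lay at percentile 70.27 and that of oxidative phosphorylation at 55.34 among lists matched on transcript length, GC content and level, and that of mitochondrial ribosomal proteins at 39.43, so these measures may account for the lower levels of such lists. Of 5 groups of coding genes of equal size by transcript length, that with the shortest transcripts (median 1080 bases) had a median log2 change of -0.41 and 48.0% lower genes, against medians of 0.05, 0.32, 0.38 and 0.11 in the others. Its median WT level was 69.78 FPKM, against 31.45, 18.96, 15.46 and 12.03 FPKM in the others. Length and WT level are therefore not told apart in these groups. Across 7464 coding genes the deviation from the WT mean had a Spearman coefficient with transcript length of -0.295, 0.52 and -0.313 in the WT samples and 0.209, 0.239 and 0.178 in the Pabpn1-null samples; taking deviations from the WT mean makes the WT samples oppose each other. A change of short transcripts by the genotype and a library effect of length stay open.

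Of the 10 splits of the 6 samples into groups of 3, the real split gave 6026 changed transcripts and the highest other 3, and was the 1 split with as many. For the number of lists the real split gave 11 and the others 4 to 10. Camera at the preset correlation thus called nearly as many lists where almost no transcripts were called. For the shortened 3′UTR list, 4 of 10 splits gave a camera p as small as the real 0.23 (the smallest other 0.00502). The splits are too few for a share under 0.05.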
